# A molecular signature for IL-10–producing Th1 cells in protozoan parasitic diseases

**DOI:** 10.1172/jci.insight.169362

**Published:** 2023-12-22

**Authors:** Chelsea L. Edwards, Jessica A. Engel, Fabian de Labastida Rivera, Susanna S. Ng, Dillon Corvino, Marcela Montes de Oca, Teija C.M. Frame, Shashi Bhushan Chauhan, Siddharth Sankar Singh, Awnish Kumar, Yulin Wang, Jinrui Na, Pam Mukhopadhyay, Jason S. Lee, Susanne Nylen, Shyam Sundar, Rajiv Kumar, Christian R. Engwerda

**Keywords:** Microbiology, T cells

## Abstract

Control of visceral leishmaniasis (VL) depends on proinflammatory Th1 cells that activate infected tissue macrophages to kill resident intracellular parasites. However, proinflammatory cytokines produced by Th1 cells can damage tissues and require tight regulation. Th1 cell IL-10 production is an important cell–autologous mechanism to prevent such damage. However, IL-10–producing Th1 (type 1 regulatory; Tr1) cells can also delay control of parasites and the generation of immunity following drug treatment or vaccination. To identify molecules to target in order to alter the balance between Th1 and Tr1 cells for improved antiparasitic immunity, we compared the molecular and phenotypic profiles of Th1 and Tr1 cells in experimental VL caused by *Leishmania donovani* infection of C57BL/6J mice. We also identified a shared Tr1 cell protozoan signature by comparing the transcriptional profiles of Tr1 cells from mice with experimental VL and malaria. We identified LAG3 as an important coinhibitory receptor in patients with VL and experimental VL, and we reveal tissue-specific heterogeneity of coinhibitory receptor expression by Tr1 cells. We also discovered a role for the transcription factor Pbx1 in suppressing CD4^+^ T cell cytokine production. This work provides insights into the development and function of CD4^+^ T cells during protozoan parasitic infections and identifies key immunoregulatory molecules.

## Introduction

The human immune system primarily evolved to control acute infections in young people, to adjust in order to cope with pregnancy, and to transfer neonatal protection (1, 2). Genes that control immune functions are among the most divergent in modern humans relative to our hominin ancestors, and the major drivers of these changes have been parasites, bacteria, viruses and their products, and the need to control these pathogens and repair damaged tissues (3). Counterbalancing immune regulatory mechanisms developed in parallel to control inflammatory responses and ensure humans survive and reproduce (4). Thus, the maintenance of an intricate balance between pro- and antiinflammatory responses is required to prevent disease. However, established regulatory networks that form a critical counterpoint of this balance can also impede drug- and vaccine-mediated protection against important diseases, such as leishmaniasis, tuberculosis (TB), and malaria (5). This is especially problematic in disease endemic areas.

Following infection, DCs capture and present pathogen antigens to naive CD4^+^ T cells in secondary lymphoid tissues (6). Pattern recognition receptors on DCs trigger cytokine production that stimulates CD4^+^ T cells to develop functional patterns biased toward responses needed to contain and eliminate a particular type of challenge. For example, DC IL-12 production promotes development of proinflammatory T-bet^+^IFN-γ^+^CD4^+^ Th1 cells needed to activate phagocytes to kill captured or resident pathogens in important human diseases, such as those mentioned above: leishmaniasis, TB, and malaria (7–9). There is considerable heterogeneity in the molecules that Th1 cells express, resulting from nuanced pathogen- and tissue-specific adaptions for infection control and prevention of disease (10). However, the inflammatory products produced by Th1 cells to control infection can damage tissues, as may occur in severe manifestations of leishmaniasis, TB, and malaria, as well as in immune-mediated inflammatory diseases such as inflammatory bowel disease (IBD), multiple sclerosis (MS), and type 1 diabetes (11, 12). Th1 cell functions are tightly regulated, and an important way this occurs is by the production of autologous IL-10 that inhibits T cell functions and the activities of antigen presenting cells (APCs) (13). These IL-10–producing Th1 (type 1 regulatory [Tr1]) cells differ from Foxp3-expressing Tregs that are important for maintaining tissue homeostasis (13, 14). They also comprise a substantial proportion of antigen-specific CD4^+^ T cells in patients with visceral leishmaniasis (VL) (15), pulmonary TB (16), and malaria (17). However, in addition to protecting tissues, Tr1 cells may also allow persistent infection by suppressing immune responses via production of antiinflammatory cytokines or expression of coinhibitory receptors (5). Furthermore, they may also restrict responses to vaccination and the effective generation of antiparasitic immunity (5, 7). Therefore, the intricate balance between Th1 and Tr1 cells during infection has a major effect on disease outcome, and the identification of molecules that these CD4^+^ T cell subsets differentially express may provide opportunities to manipulate this balance and promote favorable outcomes in a broad range of human diseases.

Here, we identified gene signatures that distinguished Th1 cells from Tr1 cells in an experimental model of VL caused by infection of C57BL/6J mice with the human parasite *Leishmania donovani*. We also defined a Tr1 cell phenotypic signature for experimental VL and identified candidate molecules to target in order to improve antiparasitic immune responses.

## Results

### Identifying molecules that distinguish Th1 and Tr1 cells in experimental VL.

To identify how Th1 and Tr1 cells can be distinguished at the molecular level and to understand how such differences may contribute to their unique functional roles, we first used cytokine capture to isolate cells. This was based on IFN-γ and IL-10 expression for Th1 (CD4^+^IFN-γ^+^IL-10^–^) and Tr1 (CD4^+^IFN-γ^+^IL-10^+^) cells from the spleens of C57BL/6J mice infected with *L*. *donovani* at day 14 postinfection (p.i.) 

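The RNA-Seq data came from the spleens of 5 C57BL/6J mice (mice 1, 3, 4, 6, and 7) taken 14 days after they were given *L*. *donovani*, a parasite that causes VL, and 1 library of each sorted population was made per mouse. CD4+ T cells were enriched with magnetic beads and restimulated with PMA and ionomycin, which drive cytokine secretion. In the cytokine capture that followed, antibodies held secreted IFN-γ and IL-10 on the cells that made them. From the CD8- cells, 4 populations were sorted: Tr1 (positive for both cytokines), Th1 (IFN-γ only), a population that the sample labels call Treg (IL-10 only), and a population negative for both that they call Tneg. Of these 20 samples, 19 libraries were used, since the Treg library of mouse 3 was not analysed here. The paper's methods describe cDNA synthesis with a High-Capacity cDNA kit, single-end sequencing, alignment with STAR to GRCm38, counting with HTSeq on GENCODE annotation, and edgeR. The sample labels name poly(A) NEBNext kits, and the submitters' processing notes name cutadapt, STAR 2.5.2a, and RSEM 1.2.30. The authors deposited CPM, so each library sums to the same total, and every gene in the table is protein-coding. From the step between low CPM values, the reads assigned to genes were 1.48e+06 to 7.92e+06 in Tr1 libraries (median 2.95e+06), 2.48e+06 to 1.26e+07 in Th1 (median 4.74e+06), 3.32e+06 to 7.71e+06 in Treg (median 4.87e+06), and 4.09e+06 to 1.80e+07 in Tneg (median 1.13e+07). Tr1 libraries had the lowest median depth, and the correlation of log2 values between mice was 0.722 to 0.899 in Tr1 against 0.967 to 0.993 in Tneg cells. Genes with at least 1 CPM in at least 5 of the libraries compared were tested on log2(CPM + 1) with limma, with the mouse as a factor, so all fold changes are on this scale, which understates the change of low genes. Choices that could change the numbers are this pseudocount, the filter, the variance model, and which libraries share 1 estimate of the spread.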

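Transcripts of the cytokines used for the sort were high in the populations sorted for them. *Ifng*, encoding IFN-γ (chromosome 10 of GRCm38, 118441047 to 118445892), averaged 647 ± 194 CPM in Tr1 and 521 ± 189 CPM in Th1 cells (SD, n = 5 mice each), against 41.9 ± 19.9 CPM in Treg (n = 4) and 20.1 ± 5.06 CPM in Tneg cells (n = 5). *Il10*, encoding the immunoregulatory cytokine (chromosome 1, 131019845 to 131024974), averaged 598 ± 155 CPM in Tr1 and 478 ± 106 CPM in Treg cells, against 46.1 ± 16.4 CPM in Th1 and 10.5 ± 4.08 CPM in Tneg cells. *Foxp3*, the transcription factor of regulatory T cells (chromosome X, 7579676 to 7595243), averaged 143 ± 47.7 CPM in Treg, 46.3 ± 19.6 CPM in Tneg, 37.5 ± 35.7 CPM in Tr1, and 29.4 ± 17.7 CPM in Th1 cells. Between Tr1 and Th1 cells, *Il10* had a log2 fold change of 3.69 (standard error 0.27, adjusted p = 4.2e-05 from limma) and was higher in 5 of 5 mice. An exact 2-sided sign-flip test over the mice gave p = 0.063 for *Il10*, the smallest that 5 mice allow, or 0.179 after adjustment over 30 such tests. *Ifng* did not pass between these 2 populations, with a log2 fold change of 0.32 (standard error 0.17, adjusted p = 0.47), higher in 3 of 5 mice. Against Treg cells, *Ifng* in Tr1 cells had a log2 fold change of 4.202 (standard error 0.35, adjusted p = 0.00090), higher in 4 of 4 mice. *Foxp3* passed in neither comparison, with log2 fold changes of -0.30 against Th1 (standard error 0.62, adjusted p = 0.87), although it was higher in 3 of 5 mice and in the mean CPM, and -2.58 against Treg cells (standard error 0.80, adjusted p = 0.81), where it was lower in 4 of 4 mice. Against Th1 cells, the value for *Foxp3* was 0.36 without mouse 7, -0.63 without mouse 1, -0.52 without mouse 6, and 0.45 with array weights. Against Treg cells it was -1.36 without mouse 7, and with the mean log2 value of 4 keratin genes as a covariate, chosen after seeing the data, it was -2.12 and passed (adjusted p = 0.0033, in a range over the settings of 0.0033 to 0.99). For *Ifng* against Th1 cells, the value was 0.16 without mouse 1, and array weights brought *Ifng* to 0.64 (adjusted p = 0.0044, in a range over the settings of 0.0044 to 0.94). The call of *Ifng* against Treg cells was lost without the filter or without the trend (adjusted p = 0.71 and 0.46). Th1 cells of mouse 6 had the most *Ifng* (849 CPM) and *Foxp3* (60.1 CPM) of the Th1 libraries, of which the others held 382 to 509.6 CPM and 17.2 to 27.5 CPM.

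**Figure D1:**
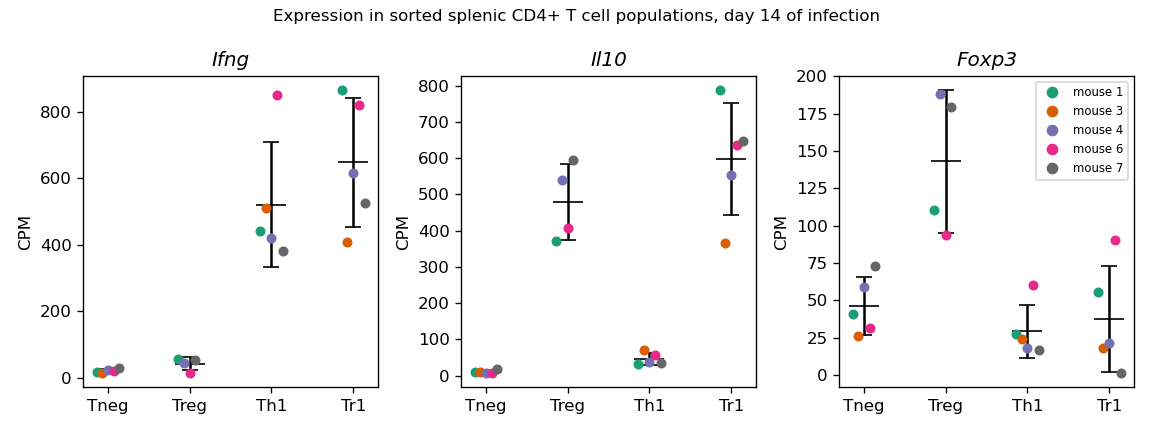
CPM (vertical axes) of *Ifng*, *Il10*, and *Foxp3* in Tneg, Treg, Th1, and Tr1 cells (horizontal axis); each point is 1 mouse, colored by mouse, the black bar is the mean, and the error bar is the SD. *Ifng* was high in the Th1 and Tr1 libraries, *Il10* in the Treg and Tr1 libraries, and mean *Foxp3* was highest in Treg cells, at 143 CPM.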

(Figure 1, A and B, and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.169362DS1). We chose this time point because we previously showed that it coincided with peak Tr1 cell responses in this model (18, 19). 

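Among lists of T cell genes, that of Tr1-associated genes, receptors, regulators, and effectors known from IL-10–producing T cells, held the most members that were higher in Tr1 than in Th1 cells by limma. Of 12 measured members, 8 were higher over all genes (among them *Il10*, *Ctla4*, *Gzmb*, and *Maf*), also 8 when adjusted over the list alone, each in 5 of 5 mice. Of 11 coinhibitory receptor genes, whose products restrain T cell activation, 3 were higher (*Ctla4*, *Havcr2*, and *Lag3*), also 3 when adjusted over the list alone, and 8 did not pass. Among those 8 were *Pdcd1*, encoding PD-1, with a log2 fold change of 0.21 (adjusted p = 0.61) and *Tigit*, with 0.19 (adjusted p = 0.62). Of 12 chemokine receptor genes, which steer cells between tissues, 4 were higher and 2 lower when adjusted over the list alone. These included *Ccr3*, a receptor for eotaxins, at 3.57 (adjusted p = 0.091 over all genes), *Cxcr3*, a receptor of Th1 cells, at -0.92 (adjusted p = 0.12), and *Ccr7*, which guides cells to lymph nodes, at -1.74 (adjusted p = 0.17), or -0.997 without mouse 7. Of 37 T helper transcription factor genes, 2 were higher over all genes (*Maf* and *Prdm1*), and 6 were higher and 5 lower when adjusted over the list alone. *Tbx21*, encoding the Th1 regulator T-bet, had a log2 fold change of -0.59 (adjusted p = 0.55), which rested on mouse 7, without which it was -0.0033. *Myc*, which drives cell growth, had a log2 fold change of -0.54 (adjusted p = 0.12). Of 18 T helper cytokine genes, *Il10* was higher and *Tnfsf8*, encoding CD30 ligand, lower over all genes, and 1 was higher and 6 lower when adjusted over the list alone, with *Tnf* at -0.75 (adjusted p = 0.19). Of 15 Treg genes, 1 was higher (*Ctla4*), also 1 when adjusted over the list alone, and *Lrrc32*, encoding the TGF-β docking receptor GARP, had a log2 fold change of 2.03 (adjusted p = 0.27). Of 18 cytotoxic granule and chemokine genes, 1 was higher over all genes (*Gzmb*), and with *Nkg7*, a granule membrane gene (1.40, adjusted p = 0.091), 2 were higher when adjusted over the list alone. Of 16 naive and memory T cell genes and 12 Th1 genes, 0 passed limma over all genes. When adjusted over the list alone, 1 of the former was higher and 5 lower and 4 of the latter were lower, with the same counts at an unadjusted p under 0.05, and *Slamf6*, a receptor of memory-like T cells, had a log2 fold change of -1.95 (adjusted p = 0.14).

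Tested as whole lists with camera of limma, Tr1-associated genes were higher (median log2 fold change 1.46, adjusted p = 3.0e-10; adjusted p = 0.061 with an estimated correlation), as were Treg genes (adjusted p = 0.0034; adjusted p = 0.45 with an estimated correlation) and chemokine receptors (adjusted p = 0.0088; adjusted p = 0.42 with an estimated correlation). T helper cytokines were lower (adjusted p = 0.021; adjusted p = 0.45 with an estimated correlation). Coinhibitory receptors (adjusted p = 0.29), transcription factors (adjusted p = 0.54), cytotoxic (adjusted p = 0.93), naive and memory (adjusted p = 0.17), and Th1 genes (adjusted p = 0.66) did not pass. For coinhibitory receptors and cytotoxic genes, the median log2 fold changes of -0.10 and -0.28 had the opposite sign to the test. The lists were fixed after the paper's table of DEGs had been read, so their counts are not independent evidence of its directions. The list of chemokine receptors did not pass without mouse 3 or 6 (adjusted p = 0.066 and 0.070), that of Treg genes not without mouse 6 (adjusted p = 0.067), and that of T helper cytokines not without mouse 4, 6, or 7 (adjusted p = 0.054, 0.070, and 0.10), without the filter (0.11), with quantile scaling (0.12), or with array weights (0.070).

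Epithelial and histone transcripts were higher in Tr1 cells in the same libraries. Of 29 measured epithelial markers, 1 was higher in Tr1 cells over all genes (*Krt5*) and 13 were higher when adjusted over the list alone (camera adjusted p = 1.3e-09; adjusted p = 0.42 with an estimated correlation). *Krt8*, a keratin of simple epithelia (chromosome 15, 101996711 to 102004342), averaged 2151 ± 1740.1 CPM in Tr1 and 789 ± 875 CPM in Th1 cells (SD, n = 5 each), and its log2 fold change of 1.97 (standard error 0.40, adjusted p = 0.087) was positive in 4 of 5 mice. Of 8 fibroblast and matrix markers, 1 was higher over all genes (*Lamc1*) and 5 when adjusted over the list alone (camera adjusted p = 1.1e-05; adjusted p = 0.27 with an estimated correlation). Of 44 histone cluster genes, 0 passed limma over all genes, 32 were higher at an unadjusted p under 0.05, and 27 were higher when adjusted over the list alone (camera adjusted p = 1.6e-18; adjusted p = 0.29 with an estimated correlation). Among them, *Hist1h4h* had a log2 fold change of 2.89 (adjusted p = 0.087) and *Hist2h4* of 2.04 (adjusted p = 0.087), values that are uncertain because near-identical histone genes can share reads. The epithelial and fibroblast lists were written after members had been seen in that table, which holds 11 of 37 and 5 of 20 of their genes, while Tneg cells express 12 and 2 of them at 5 CPM or more and no other list holds any. With the mean log2 value of *Krt7*, *Krt8*, *Krt18*, and *Krt19* in each library as a covariate, chosen after seeing the data, the list tests of Tr1-associated genes (adjusted p = 1.3e-06), chemokine receptors (adjusted p = 0.0021), and Treg genes (adjusted p = 0.0012) passed, and that of T helper cytokines did not (adjusted p = 0.61). Without mice 3 and 7, also chosen after seeing the data, Tr1-associated (adjusted p = 1.9e-08) and Treg genes (adjusted p = 3.5e-05) passed, and chemokine receptors and T helper cytokines did not (adjusted p = 0.076 and 0.076).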

We identified differentially expressed genes (DEGs) between Th1 and Tr1 cells using RNA-Seq (Supplemental Table 1), and these included a number of coinhibitory receptors, chemokine receptors, and transcription factor DEGs (Figure 1C). 

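Genes that differed between Tr1 and Th1 cells included those of a cytotoxic protease, a cell cycle inhibitor, a laminin chain, a keratin, and a cytokine of the TNF family. *Gzmb*, encoding the cytotoxic protease granzyme B (chromosome 14, 56258856 to 56262260), averaged 767 ± 286 CPM in Tr1 and 157 ± 61.6 CPM in Th1 cells (SD, n = 5 mice each), a log2 fold change of 2.31 (standard error 0.22, adjusted p = 0.00045 from limma). *Cdkn1a*, encoding the cell cycle inhibitor p21 (chromosome 17, 29090979 to 29100722), had a log2 fold change of 1.61 (standard error 0.21, adjusted p = 0.0060). *Lamc1*, encoding a laminin chain of basement membranes (chromosome 1, 153218922 to 153332786), averaged 178 ± 28.7 CPM against 54.0 ± 31.9 CPM, a log2 fold change of 1.88 (standard error 0.28, adjusted p = 0.014). *Krt5*, a keratin of basal epithelia (chromosome 15, 101707070 to 101712891), averaged 316 ± 302 CPM against 45.7 ± 43.2 CPM, a log2 fold change of 2.60 (standard error 0.40, adjusted p = 0.020). *Sdcbp2*, encoding the adaptor syntenin-2, and *Ahnak*, encoding a large scaffold protein, had log2 fold changes of 1.55 (adjusted p = 0.014) and 1.58 (adjusted p = 0.038). *Tnfsf8* (chromosome 4, 63831308 to 63861347) was lower, at 1800.1 ± 310.1 CPM in Tr1 and 2827 ± 616 CPM in Th1 cells, a log2 fold change of -0.64 (standard error 0.11, adjusted p = 0.042). Each of these genes lay on the same side in 5 of 5 mice. Of 10179 genes tested with limma, 16 differed at an adjusted p under 0.05, 15 of them higher and 1 lower in Tr1 cells, and 640 were higher and 574 lower at an unadjusted p under 0.05. Without the intensity trend of limma 0 genes passed (899 at an unadjusted p under 0.05), without the filter 8, with a pseudocount of 5 CPM 33, with all 19 libraries in the fit 147, with array weights 492, and without mouse 1, 4, or 6 9, 8, and 29. Of single genes, *Tnfsf8* did not pass without mouse 1, 3, 4, 6, or 7 (adjusted p = 0.054 to 0.22), *Ahnak* not without mouse 1, 3, 4, or 7 (adjusted p = 0.076 to 0.16), *Krt5* not without mouse 3, 4, or 7 (adjusted p = 0.067 to 0.16), *Lamc1* not without mouse 1, 4, or 7 (adjusted p = 0.053 to 0.082), *Sdcbp2* not without mouse 1, 3, or 4 (adjusted p = 0.054 to 0.089), and *Cdkn1a* not without mouse 1 (adjusted p = 0.070). Their log2 fold changes without these mice were -0.69 to -0.57, 1.26 to 1.78, 2.29 to 2.57, 1.71 to 1.78, 1.54 to 1.57, and 1.61, in the same order. Without the block of mice *Tnfsf8*, *Krt5*, and *Ahnak* did not pass (adjusted p = 0.34, 0.35, and 0.28), without the filter these and *Lamc1* and *Sdcbp2* did not (adjusted p = 0.24, 0.24, 0.32, 0.13, and 0.074). With a pseudocount of 0.5 CPM *Tnfsf8* and *Ahnak* did not pass (adjusted p = 0.058 and 0.057), nor did *Tnfsf8* with quantile scaling (adjusted p = 0.085) and *Ahnak* with a minimum of 5 CPM (adjusted p = 0.064). In settings chosen after seeing the data, 4 genes passed with the keratin covariate, *Il10*, *Ctla4*, *Gzmb*, and *Maf*, and 36 passed without mice 3 and 7, *Krt5* not among them (log2 fold change 1.83, adjusted p = 0.10). With the covariate, the log2 fold change was 1.59 (standard error 0.64, adjusted p = 0.60) for *Krt5*, 1.02 (standard error 0.39, adjusted p = 0.58) for *Lamc1*, and 0.34 (standard error 0.22, adjusted p = 0.70) for *Ahnak*. It was 1.44 (standard error 0.37, adjusted p = 0.54) for *Cdkn1a*, 2.04 (standard error 0.36, adjusted p = 0.16) for *Sdcbp2*, and -0.60 (standard error 0.19, adjusted p = 0.54) for *Tnfsf8*.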

In total, 185 DEGs between Tr1 and Th1 cells were identified, with 109 and 76 significantly up- and downregulated, respectively. 

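The 7 genes described here, of inhibitory receptors, chemokine receptors, and transcription factors, had more transcripts in Tr1 than in Th1 cells of 5 of 5 mice, and 5 of them passed the test. *Ctla4*, encoding an inhibitory receptor for CD80 and CD86 (chromosome 1, 60887000 to 60915832), averaged 1452 ± 345 CPM in Tr1 and 534 ± 86.1 CPM in Th1 cells (SD, n = 5 mice each), a log2 fold change of 1.42 (standard error 0.13, adjusted p = 0.00045 from limma). *Havcr2*, a further inhibitory receptor gene (chromosome 11, 46454935 to 46481255), had a log2 fold change of 2.39 (standard error 0.28, adjusted p = 0.0020), and *Lag3*, whose product binds MHC class II (chromosome 6, 124904361 to 124911705), of 1.195 (standard error 0.20, adjusted p = 0.031). The transcriptional repressor gene *Prdm1*, encoding BLIMP1 (chromosome 10, 44437177 to 44528501), averaged 150.2 ± 34.0 CPM against 31.2 ± 4.86 CPM, a log2 fold change of 2.21 (standard error 0.28, adjusted p = 0.0039). *Maf*, an activator of *Il10* transcription (chromosome 8, 115682942 to 115707794), averaged 795 ± 158 CPM against 287 ± 82.1 CPM, a log2 fold change of 1.49 (standard error 0.16, adjusted p = 0.00094). *Ccr2*, a receptor for monocyte chemoattractants (chromosome 9, 124101950 to 124113557), averaged 99.5 ± 46.7 CPM against 25.9 ± 9.36 CPM and did not pass, with a log2 fold change of 1.84 (standard error 0.34, adjusted p = 0.074). *Cxcr6*, the receptor for CXCL16 (chromosome 9, 123806477 to 123811754), averaged 250.4 ± 126 CPM against 107 ± 18.8 CPM and did not pass either, with a log2 fold change of 1.08 (standard error 0.23, adjusted p = 0.087). *Lag3* did not pass without mouse 1, 3, 4, or 6 (log2 fold changes 0.99 to 1.26, adjusted p = 0.058 to 0.11), without the filter (adjusted p = 0.24), or without the trend (adjusted p = 0.52), a setting in which the other genes did not pass either. *Ccr2* and *Cxcr6* passed with array weights (adjusted p = 6.3e-05 and 1.3e-05) and with all 19 libraries in the fit (adjusted p = 0.029 and 0.046). *Ccr2* also passed with a pseudocount of 5 CPM or without mouse 3 (adjusted p = 0.035 and 0.044), and *Cxcr6* without mouse 7 (adjusted p = 0.030), in ranges over the settings that reached 0.54 and 0.52. With the keratin covariate, chosen after seeing the data, *Prdm1* had a log2 fold change of 1.55 (standard error 0.44) and did not pass (adjusted p = 0.54, in a range over the settings of 6.2e-07 to 0.54).

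**Figure D2:**
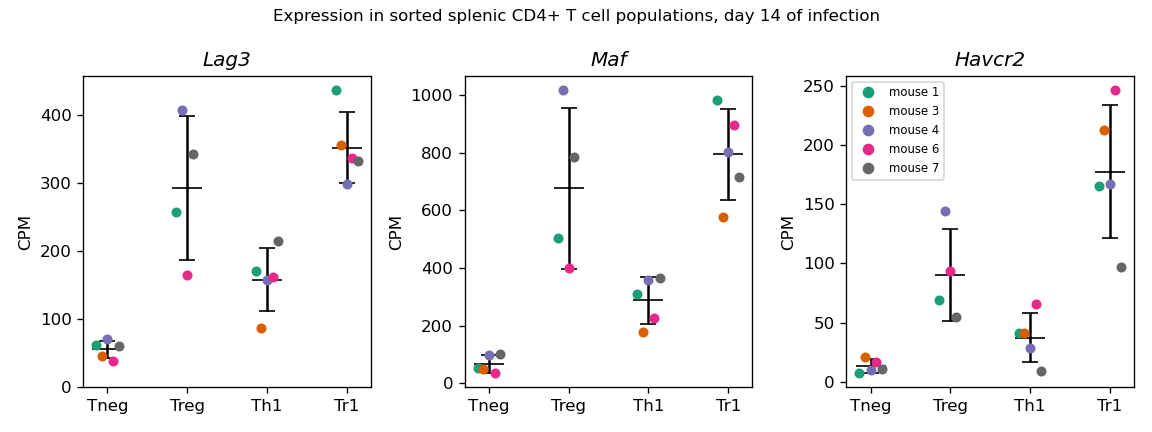
CPM (vertical axes) of *Lag3*, *Maf*, and *Havcr2* in Tneg, Treg, Th1, and Tr1 cells (horizontal axis); each point is 1 mouse, colored by mouse, the black bar is the mean, and the error bar is the SD. *Lag3*, *Maf*, and *Havcr2* had their highest mean in Tr1 cells, and *Lag3* and *Maf* averaged 293 and 677 CPM in Treg cells and 55.6 and 67.0 CPM in Tneg cells.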

Upregulated DEGs in Tr1 cells, relative to Th1 cells, included those encoding the coinhibitory receptor molecules *Ctla4*, *Havcr2* (encoding TIM3), and *Lag3*; chemokine receptors *Ccr2*, *Ccr5*, and *Cxcr6*; and transcription factors *Prdm1*, *Maf*, and *Pbx1* (Figure 1C and Supplemental Table 1). Ingenuity pathway analysis of the data set led to identification of major upregulated canonical pathways, including those associated with IL-10 signaling and T cell exhaustion, while the only downregulated canonical pathway was associated with nucleotide excision repair (Figure 1D).

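Among 15 measured genes of IL-10 signaling, the cytokine, its receptor chains, and its STAT3 and SOCS pathway, 1 passed limma over all genes in Tr1 against Th1 cells, *Il10* itself. When adjusted over the list alone, 1 was higher and 1 lower, the latter being *Il1r2*, encoding a decoy receptor for IL-1, with a log2 fold change of -0.67 (adjusted p = 0.14 over all genes). Of 20 T cell exhaustion genes, 6 were higher over all genes (*Il10*, *Ctla4*, *Maf*, *Havcr2*, *Prdm1*, and *Lag3*), and 7 were higher and 1 lower when adjusted over the list alone. Of 46 nucleotide excision repair genes, which remove bulky DNA lesions, 0 passed limma over all genes and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 1 was higher and 4 lower, and the members with the smallest p, the damage-recognition gene *Ercc8* and the polymerase subunit gene *Pole4*, had log2 fold changes of -2.24 (adjusted p = 0.33) and -0.64 (adjusted p = 0.38), or -1.42 and -0.38 without mouse 3. As whole lists, exhaustion genes were higher (median log2 fold change 0.13, camera adjusted p = 0.0052; adjusted p = 0.27 with an estimated correlation), and IL-10 signaling genes (median 0.23, adjusted p = 0.26) and repair genes (median -0.014, opposite in sign to the test, adjusted p = 0.93) did not pass. The 6 called exhaustion genes also stand in Supplemental Table 1, which had been read before the lists were fixed, so this list is not independent evidence. Nor is it separate from the other lists, since 18 of its 21 listed genes are in another one. *Il10*, *Ctla4*, *Maf*, *Havcr2*, and *Prdm1* are also Tr1-associated genes, and IL-10 was used for the sort. The gene sets of Ingenuity were not used here. Without mice 3 and 7, chosen after seeing the data, the exhaustion list did not pass (adjusted p = 0.076), and with the keratin covariate it did (adjusted p = 0.040).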

To identify a molecular signature shared between different protozoan parasite infections, we compared our experimental VL Tr1 cell molecular signature with one we previously reported from experimental malaria infection (20) (Figure 1E and Supplemental Table 2). We performed comparisons between DEGs identified between Tr1 and Th1 cells in experimental VL to 2,031 DEGs in Tr1 versus Th1 cells in experimental malaria (*Plasmodium berghei* ANKA). We excluded genes that were differentially expressed in opposing directions in the 2 data sets based on log fold change (logFC). From this, we identified 26 common DEGs downregulated in Tr1 cells from both parasitic diseases, including *Ccr7*, *Tcf7*, and *Bcl6*, as well as 29 upregulated DEGs, including *Il10*, *Havcr2*, *Prdm1*, *Ccr2*, *Ccr5*, *Maf*, and *Lag3* (Figure 1E).

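In these libraries, every measured gene of the shared lists lay on the listed side. All 29 genes listed as upregulated in both infections had positive log2 fold changes between Tr1 and Th1 cells, with a median of 1.53 and a range from 0.62 to 3.79, and 28 were higher in each of the 5 mice. By limma over all genes, 12 of them were higher at an adjusted p under 0.05, and 29 at an unadjusted p under 0.05. The largest value was that of *Fam20a*, encoding a pseudokinase of the secretory pathway (standard error 0.75, adjusted p = 0.087), followed by *Il10* and by *Gcg*, the glucagon gene, with 3.601 (standard error 0.74, adjusted p = 0.087). Of the 26 genes listed as downregulated in both, 25 were measured and all had negative log2 fold changes, with a median of -0.68 and a range from -1.95 to -0.39. In each mouse 24 of them were lower, 25 had an unadjusted p under 0.05, and 1 passed, *Tnfsf8*. *Tcf7*, encoding TCF1 of naive and memory T cells (chromosome 11, 52252371 to 52283014), averaged 96.1 ± 12.7 CPM in Tr1 and 157 ± 2.91 CPM in Th1 cells (SD, n = 5 mice each), a log2 fold change of -0.71 (standard error 0.19, adjusted p = 0.16). *Bcl6*, the regulator of follicular helper cells (chromosome 16, 23965052 to 23988852), averaged 134 ± 48.9 CPM against 236 ± 65.7 CPM, a log2 fold change of -0.84 (standard error 0.17, adjusted p = 0.087), and *Ccr7* (chromosome 11, 99144196 to 99155077) 86.3 ± 51.0 CPM against 214 ± 90.0 CPM, each of the 3 lower in 5 of 5 mice. *Tcf7*, *Bcl6*, and *Ccr7* passed with array weights (adjusted p = 0.027, 0.0066, and 0.0066), *Tcf7* also with all libraries in the fit (adjusted p = 0.030), in ranges over the settings that reached 0.65, 0.54, and 0.90. Since the shared genes were chosen from comparisons that include these libraries, their direction here is not independent evidence, and the malaria libraries were not used here. The paper compares the DEGs of experimental VL with those it reported earlier for experimental malaria, excludes genes that change in opposing directions, and takes the common genes as a signature shared between these infections.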

### Expression of coinhibitory receptor molecules on Th1 and Tr1 cells.

We next sought to confirm protein level expression of selected Tr1 cell–associated coinhibitory receptors and chemokine receptors in mice infected with *L*. *donovani*. Given the increased expression of *Lag3* by Tr1 cells reported above and previous reports classifying Tr1 cells as CD4^+^FOXP3^–^LAG3^+^CD49b^+^ (21, 22), this phenotype was used to subsequently define these cells in lieu of IFN-γ and IL-10 expression (Figure 2A and Supplemental Figure 2A). 

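Mean *Lag3* transcript levels were highest in the populations sorted for IL-10, and the levels of Treg cells were not tested against those of Th1 or Tneg cells. *Lag3* averaged 352 ± 51.9 CPM in Tr1 (SD, n = 5 mice), 293 ± 105 CPM in Treg (n = 4), 158 ± 46.0 CPM in Th1 (n = 5), and 55.6 ± 13.0 CPM in Tneg cells (n = 5). Its log2 fold change between Tr1 and Treg cells was 0.32 (standard error 0.25, adjusted p = 0.90 from limma), higher in 2 of 4 mice, so a difference was not detectable there, and with 1 mouse left out the value ranged from 0.091 to 0.58. Th1 cells in turn had more *Lag3* than Tneg cells, with a log2 fold change of 1.46 (standard error 0.17, adjusted p = 0.00019) in 5 of 5 mice. *Itga2*, encoding the integrin chain CD49b (chromosome 13, 114835916 to 114932041), was near the detection limit, at 8.64 ± 12.8 CPM in Tr1, 1.64 ± 2.06 CPM in Th1, 2.69 ± 4.47 CPM in Treg, and 0.344 ± 0.344 CPM in Tneg cells. Its Tr1 libraries ranged from 0.253 to 30.5 CPM, 1 library each of Th1 (5.28 CPM, mouse 3) and Treg cells (9.34 CPM, mouse 4) lay far above the others, and too few libraries reached 1 CPM for the test between Tr1 and Th1 cells. These are transcript levels of cells sorted by cytokine secretion, not by LAG3 or CD49b protein.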

In support of this characterization, we confirmed that the majority of splenic CD4^+^IFN-γ^+^IL-10^+^ cells exhibited this CD4^+^FOXP3^–^LAG3^+^CD49b^+^ profile in *L*. *donovani*–infected B6.*Il10gfp* × *Ifngyfp* × *foxp3rfp* mice at day 14 p.i. (Supplemental Figure 3). However, it is important to note that these Tr1 cells were highly heterogeneous in their expression of coinhibitory receptors (Figure 2, B and C). Nevertheless, this strategy allowed for the identification of Tr1 cells without the need for PMA and ionomycin restimulation required for detection of IL-10, which can potentially result in altered expression of certain cell-surface molecules. In addition to markers represented within the above DEGs, PD-1 and TIGIT were also examined, due to their association with Tr1 cell function in intestinal inflammation (21) and the established role for PD-1 in immune regulation in VL (23, 24). Furthermore, analysis was extended to include the liver, in which an effective CD4^+^ T cell–dependent response develops to control parasitic growth, in contrast to the spleen where chronic infection is established (25).

In *L*. *donovani*–infected mice, the frequency of Tr1 cells among CD4^+^ T cells in the liver was around 4-fold higher than in the spleen at day 14 p.i. (Figure 2A). Furthermore, the expression of CCR2, CTLA-4, IFN-γ, CCR5, TIM3, IL-10, TIGIT, T-bet, and PD-1 was higher on splenic and hepatic Tr1 cells, compared with all other CD4^+^ T cells (Supplemental Figure 2B). Given the molecular and functional heterogeneity previously reported among Tr1 cells (21), we next examined the heterogeneity of expression of the above coinhibitory receptors and chemokine receptors on these cells from the spleen and liver after infection. Following t-distributed Stochastic Neighbor Embedding (tSNE) clustering of Tr1 cells, we could also identify Tr1 cells expressing high levels of the majority of coinhibitory receptors (coinhibitory receptor rich), as well as those expressing fewer coinhibitory receptors (coinhibitory receptor poor) in the spleen and liver (Figure 2, B, C, and D). However, a greater frequency of coinhibitory receptor–rich CD4^+^ T cell clusters were found in the liver, where infection was better controlled, compared with the spleen, where a chronic infection would be established (Figure 2E). Thus, *L*. *donovani* infection in mice was associated with the development of Tr1 cells in both the spleen and liver, but the liver contained increased frequencies of this CD4^+^ T cell subset and more population complexity in terms of patterns of coinhibitory receptor expression.

### LAG3 blockade suppressed Tr1 cell development and improved antiparasitic immunity.

The blockade of several coinhibitory receptor molecules has shown therapeutic value in experimental VL, including CTLA-4 and PD-1 (23, 24, 26, 27). However, the therapeutic potential of LAG3 and TIM3 blockade in VL is unknown. We chose to focus on these coinhibitory receptors because (a) they were both differentially expressed between Tr1 and Th1 cells (Figure 1C), (b) LAG3 has a strong association with Tr1 cells and their functions (14), and (c) TIM3 loss-of-function mutations are associated with human diseases and it has emerged as an important target for immune checkpoint blockade in trials to treat several different human cancers (28). 

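*Havcr2* transcripts were higher in Tr1 than in Th1 cells, and a smaller difference between Th1 and Tneg cells passed the test in some settings. *Havcr2* averaged 178 ± 56.1 CPM in Tr1 (SD, n = 5 mice) and 37.3 ± 20.8 CPM in Th1 cells (n = 5), with 90.4 ± 38.9 CPM in Treg (n = 4) and 13.3 ± 5.64 CPM in Tneg cells (n = 5). Between Th1 and Tneg cells, the log2 fold change was 1.27 (standard error 0.36, adjusted p = 0.045 from limma), higher in 4 of 5 mice. This call was lost without mouse 1, 3, 4, or 6 (adjusted p = 0.071 to 0.17), where the log2 fold changes were 1.003, 1.36, 1.25, and 1.10. It was also lost without the block of mice (adjusted p = 0.10), without the filter (adjusted p = 0.094), with a pseudocount of 0.5 CPM (adjusted p = 0.052), and without the trend (adjusted p = 0.12). Tr1 against Treg cells had a log2 fold change of 0.91 (standard error 0.27, adjusted p = 0.75), which did not pass although it was higher in 4 of 4 mice. Between Tr1 and Th1 cells, *Havcr2* passed without each mouse in turn and did not pass without the trend (adjusted p = 0.30). With the keratin covariate, chosen after seeing the data, neither *Havcr2* nor *Lag3* passed. The log2 fold change of *Havcr2* fell from 2.39 to 1.81 (standard error 0.44, adjusted p = 0.51). That of *Lag3* rose from 1.195 to 1.59, while its standard error rose from 0.20 to 0.32 (adjusted p = 0.30). The *Lag3* call was thus lost without a smaller difference. Adjusted p values over the settings ranged from 6.5e-07 to 0.51 for *Havcr2* and from 6.8e-06 to 0.52 for *Lag3*.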

We first measured the effects of mAb-mediated LAG3 or TIM3 blockade on cytokine production in an ex vivo antigen restimulation assay using spleen cells from mice at 28 days p.i. with *L*. *donovani*. We chose this time point because we know LAG3 and TIM3 were expressed by day 14 p.i. (Figure 2), and a chronic infection then becomes established in the spleen by day 28 p.i. (29). LAG3, but not TIM3, blockade resulted in a 2-fold increase in average IFN-γ production in cell culture supernatants, compared with control samples (Figure 3A). Although IL-10 levels were also elevated following LAG3 or TIM3 blockade, this increase only reached statistical significance following TIM3 blockade (Figure 3A). We next examined the effect of LAG3 or TIM3 neutralization on antiparasitic immunity in vivo. Mice infected with *L*. *donovani* for 14 days were administered anti-LAG3, anti-TIM3, or control mAb via i.p. injection every 3 days for a further 14 days. Mice that receive LAG3, but not TIM3, blockade exhibited reduced liver (Figure 3B) and spleen (Figure 3C) parasitic burdens, associated with a decrease in Tr1 cell numbers, relative to control mice. We observed a small increase in splenic CD4^+^ T cells numbers following LAG3 or TIM3 blockade, but this only reached statistical significance in mice receiving anti-TIM3 mAb (Figure 3C). We also found no significant changes in Th1 cell numbers in the liver or spleen following LAG3 blockade, while there was a small decrease in the spleen after TIM3 blockade (Figure 3C). It should be noted that the anti-LAG3 mAb (clone C9B7W) is nondepleting and acts by blocking the interactions between LAG3 and its functional ligands (30–32). Thus, LAG3 blockade improved antiparasitic immunity in association with reduced numbers of Tr1 cells and a limited effect on the inflammatory response, as indicated by a marginal change in Th1 cell numbers at sites of infection. In contrast, TIM3 neutralization did not appear to alter antiparasitic immunity.

We next sought to determine the potential of LAG3 and TIM3 as clinical targets in human parasitic disease. *LAG3* and *TIM3* mRNA expression was assessed in patients with VL, with increased accumulation of *LAG3* observed in PBMCs and CD4^+^ T cells from patients on admission to clinic for antiparasitic drug treatment (VL day 0 [D0]), compared with samples obtained from the same patients 30 days later, after discharge (VL DIS), and those from endemic controls (EC) (Figure 4A). A similar pattern of expression was also noted for *TIM3* (Figure 4A). A whole-blood assay was then employed to examine the effects of LAG3 or TIM3 blockade on antigen-specific cellular responses in patients with VL. IFN-γ production was increased following LAG3, but not TIM3 blockade, compared with blood cells treated with an isotype control mAb (Figure 4B). Together, these results highlight the therapeutic potential of targeting LAG3, but not TIM3, to improve proinflammatory cytokine production and limit the expansion and immunoregulatory function of Tr1 cells during established *L*. *donovani* infection.

### PBX1 binds the Il10 and Ifng promoters in Tr1 cells.

PBX1 is a transcriptional regulator that modulates the DNA-binding function of homeobox proteins (33). It was among the 185 DEGs identified between Tr1 and Th1 cells (Figure 1C) and has previously been shown to regulate IL-10 production by macrophages following interactions with apoptotic cells (34). To examine whether PBX1 might be involved in *Il10* gene transcription in CD4^+^ T cells, murine Tr1 cells were generated in vitro, and ChIP PCR was performed using an anti-PBX1 mAb and PCR primers designed to amplify DNA in the *Il10* promoter (Figure 5A). Analysis of the *Il10* promoter revealed 3 potential PBX1 consensus binding sites (Figure 5B), and ChIP PCR demonstrated that PBX1 bound at these sites (Figure 5C). Additionally, RNA polymerase II (RNA Pol II) was found to bind in relative close proximity to the PBX1 binding sites (Figure 5C). We also interrogated the *Ifng* promoter and found several potential PBX1 consensus binding sites but identified only 1 region where PBX1 bound; again, this was in relative close proximity to RNA Pol II binding sites (Supplemental Figure 4). Thus, PBX1 interacts with the *Il10* and *Ifng* promoters in Tr1 cells in close proximity to sites that are transcriptionally active.

### Pbx1 restricts proinflammatory cytokine production by T cells during infection.

To study the role of PBX1 in T cells during infection, T cell–specific *Pbx1*-deficient (*Pbx1*^ΔT^) mice were generated by crossing *Cd4*-*Cre* transgenic mice (35) with *Pbx1^fl/fl^* mice (36). We then examined the effect of T cell–specific *Pbx1* deficiency in experimental VL and found that *Pbx1*^ΔT^ mice exhibited a significant, 2-fold reduction in hepatic parasitic burdens, compared with *Cre*^–^ littermate control (*Pbx1^fl/fl^*) mice, at day 14 p.i. with *L*. *donovani* (Figure 6A). However, rather than displaying diminished Tr1 cell numbers, as might be predicted from the above RNA-Seq data, these animals had significantly higher numbers of both Th1 and Tr1 cells in the liver, compared with littermate controls (Figure 6A). We found no change in steady state levels (no stimulation) of *Ifng* or *Il10* mRNA in *Pbx1*^ΔT^ CD4^+^ T cells, compared with corresponding cells from *Pbx1^fl/fl^* mice (Supplemental Figure 5A). No changes in parasitic burden or T cell responses were found in the spleens of these animals (Figure 6B), indicating a tissue-specific effect of T cell–specific *Pbx1* deficiency at the day 14 p.i. time point examined. This was supported by increased IFN-γ and IL-10 production by hepatic *Pbx1*^ΔT^, relative to *Pbx1^fl/fl^* CD4^+^ T cells (Supplemental Figure 5B), but no difference in these cells in the spleen (Supplemental Figure 5C).

To confirm that the described changes in hepatic antiparasitic immunity were caused by CD4^+^ T cells, *Pbx1*^ΔT^ or *Pbx1^fl/fl^* CD4^+^ T cells were adoptively transferred into B6.*Rag1*^–/–^ mice prior to challenge with *L*. *donovani*. While B6.*Rag1*^–/–^ mice that received CD4^+^ T cells from either source had substantially better control of parasitic growth compared with animals receiving no cells, B6.*Rag1*^–/–^ mice that received *Pbx1*^ΔT^ CD4^+^ T cells had significantly lower (again, approximately 2-fold) hepatic parasitic burdens than mice that received control *Pbx1^fl/fl^* CD4^+^ T cells at day 14 p.i. (Figure 6C). Although a reduction in splenic parasitic burden was apparent in B6.*Rag1*^–/–^ mice that received *Pbx1*^ΔT^ CD4^+^ T cells, this change was not significantly different than a change from mice that received control *Pbx1^fl/fl^* CD4^+^ T cells. Thus, these data demonstrate that *Pbx1*-deficient CD4^+^ T cells possess enhanced antiparasitic activity. Furthermore, these results indicate that, although *Pbx1* expression was higher in Tr1 cells relative to Th1 cells in our transcriptional studies (Figure 1C), it played a limited role, if any, in the generation and/or maintenance of Tr1 cells. Rather, we discovered that PBX1 suppressed Th1 cell development and possibly the subsequent transition to Tr1 cells during experimental VL.

## Discussion

In this study, we identified a molecular signature for Tr1 cells that distinguished them from Th1 cells in experimental VL, a disease model for a parasitic disease that causes substantial morbidity and mortality among vulnerable people living in disease endemic areas. We showed that Tr1 cells are a heterogeneous CD4^+^ T cell subpopulation during experimental VL, based on coinhibitor receptor expression, with a more complex population composition in the liver compared with the spleen. We demonstrated that targeting LAG3 with neutralizing mAb during established, experimental *L*. *donovani* infection promoted antiparasitic immunity in the liver. We also examined the Tr1 cell–associated transcription factor PBX1 and found that it suppressed proinflammatory cytokine production by activated CD4^+^ T cells at sites of infection and inflammation.

Through their antiinflammatory functions (13, 14, 22), Tr1 cells play an important role in mitigating tissue damage from sustained inflammation during infection. However, this regulation can also result in prolonged pathogen persistence and, thereby, disease maintenance or exacerbation (19). Previous studies have shown that Tr1 cells develop early during infection (15, 17, 37–41), have a marked influence on disease outcome, and can hamper vaccine efficacy (5). Although Tr1 cells are known to differentiate from effector CD4^+^ T cell subsets, such as Th1 cells (42), the molecular mechanisms governing their differentiation and their long-term maintenance are not clear. We have previously shown that Tr1 cells are antigen specific in experimental VL by using the surrogate activation markers CD49d and CD11a (19, 30), as well as a MHC II I-A^b^ PEPCK_335-351_ tetramer that recognizes CD4^+^ T cells reactive against a naturally processed immunodominant antigen derived from *Leishmania* glycosomal phosphoenol-pyruvate carboxykinase (PEPCK) conserved in all pathogenic *Leishmania* species (18, 43). Thus, accumulating evidence suggests that antigen-specific Tr1 cells develop either soon after or in parallel with corresponding effector CD4^+^ T cell populations as a mechanism to control the extent and magnitude of these latter CD4^+^ T cell responses during infection.

Recent studies have identified extensive molecular and phenotypic heterogeneity in Tr1 cell populations (21, 44). Our analysis of Tr1 cells from mice infected with *L*. *donovani* aligns with these findings, whereby we identify both coinhibitory receptor–rich and –poor subpopulations. Furthermore, during experimental VL, we recorded considerable tissue-specific disparities in the frequency and distribution of these Tr1 cell subsets. The increased frequency of Tr1 cells in the liver, relative to the spleen, suggests that these cells may play an important role in maintaining an appropriate balance between pro- and antiinflammatory responses that enables effective antiparasitic immunity to progress. The lower frequency of Tr1 cells in the spleen is associated with development of TNF-mediated tissue destruction that impairs CD4^+^ T cell trafficking into this organ (29), and this has been shown to be exacerbated when T cell IL-10 is limited (19). These findings are important for understanding the use of coinhibitory receptor or antiinflammatory cytokine blockade as therapeutics, and they may explain some of the variability seen in individual responses, as well as the improved responses observed when a combination of coinhibitory receptor-blocking measures are employed.

LAG3 was one of the first coinhibitory receptors to be associated with Tr1 cell immunoregulatory function (22). It is structurally homologous to CD4 and, as such, can bind MHC II, thereby potentially suppressing T cell activation via the inhibition of CD4 engagement (32, 45). However, this suppressive activity has also been shown to occur via binding of stable peptide MHC II complexes (46). Furthermore, Fibrinogen-like protein 1 was identified as a major inhibitory ligand for LAG3 (47), thus highlighting an alternative suppressive pathway mediated by this coinhibitory receptor. Although we didn’t identify the key functional ligand for LAG3 in our studies of experimental VL, we were able to show that LAG3 blockade had an effect on disease outcome. This effect, however, was restricted to the liver, despite increased LAG3 expression by splenic Tr1 cells being detected. Recent evidence indicates that LAG3 functions as a signal disrupter in the TCR immune synapse by causing disassociation of the tyrosine kinase Lck from the CD4 and CD8 coreceptors (48). One possible explanation for the greater effect of LAG3 blockade in the liver compared with the spleen is the increased proportion of activated, antigen-specific CD4^+^ T cells in the liver relative to the spleen, including Tr1 cells (49). In this study, we also show that the frequency of coinhibitory receptor–rich Tr1 cells was greater in the liver than the spleen. Thus, greater signaling via the TCR may have made hepatic Tr1 cell development and functions more vulnerable to LAG3 blockade. One limitation of our studies on LAG3 was, despite the anti-LAG3 mAb (clone C9B7W) we employed being reported as non–cell depleting, we did not test whether this mAb was cell depleting in our experimental model and, therefore, cannot rule out the possibility that some LAG3^+^ cells, including Tr1 cells, may have been depleted. Furthermore, because LAG3 can be expressed by cell populations other than Tr1 cells, we cannot rule out the possibility that at least some of the therapeutic effects we observe resulted from modulation of other immune cell populations. Recently, we found that PD-1 blockade enhanced antigen-specific IFN-γ and IL-10 production in PBMCs isolated from volunteers participating in controlled human malaria infection (CHMI) studies following activation with *P*. *falciparum* antigen (50). Of note, CTLA-4, LAG3, or TIM3 blockade in the same study failed to alter parasite-specific responses. Previous work in a mouse model of malaria caused by *Plasmodium falciparum* *yoelii* 17XNL found combined neutralization of PD-1 and LAG3 signaling was required to enhance antiparasitic immunity (30). Together with our finding that LAG3 blockade alone improved antiparasitic immune responses in experimental VL and samples from patients with VL, whereas TIM3 blockade did not, these data support the notion that the most effective coinhibitory receptor targets are likely to vary between different diseases. Thus, while LAG3 blockade improved antiparasitic immunity in VL, this strategy required combination with PD-1 blockade in the context of *Plasmodium* infection, and further differences are likely to be found for other disease settings.

PBX1 is a homeobox protein that has previously been shown to bind the *Il10* promoter in macrophages and drive gene transcription following association with apoptotic cells (34). However, while PBX1 bound the *Il10* promoter in Tr1 cells around the same location as RNA Pol II, we found no evidence of reduced IL-10 levels in *Pbx1*-deficient Tr1 or CD4^+^ T cells. In fact, we often found increased CD4^+^ T cell IL-10 production, indicating that PBX1 was not required to promote IL-10 production by CD4^+^ T cells during experimental VL. Instead, PBX1 appeared to play a role in limiting cytokine production by CD4^+^ T cells. One possible explanation for our findings in mice with *Pbx1*-deficient T cells is that PBX1 acts as a pioneer transcription factor for multiple cytokine genes, as has previously been reported for *Myogenin* and estrogen receptor α (*ERα*) target genes (51–53). With regard to the latter genes, PBX1 was also identified as a partner pioneering factor for FOXA1, and although their functions were independent, they both had a synergistic effect on chromatin openness where they bound (52). Although we identified *Pbx1* as a differentially expressed Tr1 cell gene in experimental VL, it was among the lowest transcribed genes identified in our study. Therefore, our identification of PBX1 as a potent immune regulator in CD4^+^ T cells may have been serendipitous, although further work on PBX1 protein levels and cellular localization is required before further conclusions can be made on the cell-specific role of this transcriptional regulator.

We have previously shown that Tr1 cells emerge rapidly during infection and play important roles in limiting tissue pathology due to inflammation, yet they also inhibit antiparasitic immunity during VL (15, 19, 54). Therefore, any manipulation of Tr1 cell development or functions must consider the potential negative consequences. In the studies presented here, we observed no gross changes in hepatosplenomegaly, overall immune cell numbers, or evidence of increased tissue necrosis following blockade of LAG3 or TIM3. We also observed none of these changes following deletion of *Pbx1* in the CD4^+^ T cell compartment, indicating that these immune modulatory strategies were not causing tissue damage. We previously reported that disruption of IL-10 production by T cells during experimental VL caused TNF-mediated destruction of splenic tissue structure (18, 19, 55). However, in the case of LAG3 blockade, despite reduced Tr1 cell numbers, we didn’t find a corresponding increase in proinflammatory signal. In regard to T cell–specific deletion of *Pbx1*, our findings indicate a shared effect on both pro- and antiinflammatory responses. Thus, under these immunomodulatory conditions, the balance between antiparasitic immune and immune regulatory responses appeared to be maintained. Nevertheless, the increased IFN-γ production following stimulation of VL patient blood cells with parasite antigen indicates that caution must be applied when planning such host-directed interventions in humans.

VL in India is caused by *L*. *donovani*, which has evolved with humans for millennia (56). Consequently, the majority of infections (~90% in India), remain asymptomatic (57), with a balanced antiparasitic immune response that controls parasites and prevents disease. However, immune responses in infected individuals that progress to VL are unable to do this (5, 7, 25, 58), and the balance of Th1 and Tr1 cell responses plays a critical role in determining this outcome (5, 7). Given the requirement of the host immune system for optimal responses to the antiparasitic drugs used to treat VL, as well as other parasitic diseases (59, 60), manipulating Tr1 cells in the context of drug treatment represents a potential strategy to improve antiparasitic immunity in people living in areas endemic for parasitic diseases. In the case of VL, where sterile cure is unlikely (61–63), this approach may also help reduce the risk of parasite transmission by keeping persisting parasite numbers low enough so parasites are unlikely to be taken up by insect vectors; it may help to reduce the risk of developing disease complications such as post kala-azar dermal leishmaniasis. The Tr1 cell–associated molecules identified in our study are potential targets for immune modulation, applicable to any disease in which Tr1 cells play a pivotal role.

Overall, we show that Tr1 cells are composed of a heterogeneous cell population in experimental VL, characterized by the expression of coinhibitory receptors, chemokine receptors, and transcription factors. We identified a Tr1 cell–associated gene signature distinguishing this subset from Th1 cells. These findings have important implications for the identification of molecular targets to manipulate Tr1 cell responses for improved disease outcomes.

## Methods

### VL patient samples.

All patients with VL were diagnosed by detection of antibodies in serum reactive against recombinant K39 and/or amastigotes in the splenic biopsies at Kala-Azar Medical Research Centre (KAMRC), Muzaffarpur, Bihar, India. Aggregate clinical data are presented in Supplemental Table 3. Heparinized venous blood was collected from infected patients (*n* = 30) and endemic healthy controls (*n* = 12). All patients were HIV^–^ and older than 12 years.

### Processing human blood.

Peripheral blood mononuclear cells (PBMCs) were isolated from human blood samples by Ficoll-Paque (GE Healthcare Life Sciences) gradient centrifugation at 300*g* at room temperature for 25 minutes. In some cases, CD4^+^ cells were isolated from PBMCs by MACS purification using CD4 (clone L3T4) MicroBeads (Miltenyi Biotec) according to the manufacturer’s guidelines. PBMCs were stored at –80°C in 10% DMSO/90% FCS prior to analysis. In some cases, whole-blood assays were performed on fresh VL patient blood to measure antigen-specific IFN-γ production, as previously described (64). Anti-LAG3 mAb (17B4; Enzo Life Science), anti-TIM3 (QA20A20; BioLegend), or isotype control mAb (MOPC-21; mouse IgG1κ; BioLegend) were added to cultures at 10 μg/mL.

### Mice.

Female mice between 6 and 12 weeks of age were used for all experiments. Mice were group housed with a maximum of 6 mice per cage and maintained under pathogen-free conditions at the QIMR Berghofer Medical Research Institute Animal Facility. C57BL/6J (RRID: IMSR_JAX:000664) mice were sourced from the Walter and Eliza Hall Medical Research Institute (Kew VIC, Australia). All other mice were bred in-house, including C57BL/6*-Foxp3^tm1flv^*/J (Foxp3-RFP; JAX:008374) (65), C57BL/6-*Il10^tm1Flv^*/J (IL-10–GFP; JAX:008379) (66), B6.129S4-*Ifng^tm3.1Lky^*/J (*Ifng*YFP, RRID: IMSR_JAX: 017581) (67), B6.*Pbx1^tm3.1Mlc^*/J (*Pbx1^fl/fl^*; JAX:013085) (36), B6.Cg-Tg1^Cwi^/J (*Cd4*-*Cre*; JAX:022071) (35), and B6.129S7-*Rag1^tm1Mom^*/J (*Rag1*^–/–^; JAX:002216) (68). T cell–specific *Pbx1*-deficient mice were generated by crossing B6.*Cd4*-*Cre* transgenic mice with *Pbx1^fl/fl^* mice, thus generating *Pbx1*^ΔT^ animals. In all experiments with these mice, *Cre*^–^ (*Pbx1^fl/fl^*) littermates were used as controls.

### L. donovani infections in mice.

Female C57BL/6J mice, 6–10 weeks old, were purchased from the Australian Resource Centre (Canning Vale, Western Australia, Australia) and the Walter and Eliza Hall Institute (Melbourne, Victoria, Australia). *L*. *donovani* (LV9; MHOM/ET/67/HU3) (69) was maintained by passage in B6*.Rag1^–/–^* mice. Parasites were isolated from the spleens of infected passage mice, and 2 × 10^7^ amastigotes were injected i.v., as previously described (70). Parasitic burden was measured from tissue impressions and expressed in Leishman-Donovan units (LDU) as previously described (19). Spleens were taken for processing and cellular analysis. In some experiments, CD4^+^ T cells were isolated from mouse spleens, and 1 × 10^6^ of these cells were transferred into B6.*Rag1^–/–^* mice via i.v. injection in RPMI (Invitrogen). Mice were infected with *L*. *donovani* 24 hours later, and assessment of parasitic burden was performed at 14 days p.i. In some experiments, *L*. *donovani*–infected C57BL/6J mice were treated with 0.5 mg anti-LAG3 mAb (clone C9B7W; Bio X Cell), anti-TIM3 mAb (clone RMT3-23; Bio X Cell) or control rat IgG (MilliporeSigma) i.p. every 3 days from days 14 to 28 p.i.

### Cell sorting.

MACS purified CD4^+^ cells were restimulated with Phorbol 12-myristate 13-acetate (50 ng/mL, MilliporeSigma) and ionomycin calcium salt (1 μg/mL, MilliporeSigma) in complete RPMI (cRPMI; human: 10% [v/v] fetal bovine serum [Thermo Fisher Scientific], gentamycin [20 μg/mL, MilliporeSigma], RPMI1640 [Invitrogen]; mouse: 10% [v/v] FBS, 1% [v/v] penicillin/streptomycin [Invitrogen], RPMI) at 37°C for 3–5 hours. IL-10 and IFN-γ cytokines were then captured on the surface of the cells using the Miltenyi Biotec IL-10 (PE) and IFN-γ (APC or FITC) Secretion Assays, according to the manufacturer’s guidelines. Cells were then stained with antibodies for 20 minutes, at room temperature, protected from light. IL-10^–^IFN-γ^–^, IL-10^–^IFN-γ^+^, IL-10^+^IFN-γ^+^, and IL-10^+^IFN-γ^–^ cells were sorted from CD8^–^ mouse cells with a BD FACSARIA III (BD Biosciences). Cells were stored at –80°C in 1% (v/v) 2-mercaptoethanol (MilliporeSigma) in RLT buffer (Qiagen).

### RNA isolation.

RNA was isolated from cells using RNeasy Mini Kit and Qiashredders as per manufacturer’s instructions (Qiagen). The Nanodrop ND-1000 UV-Vis Spectrophotometer (Thermo Fisher Scientific) was used to determine RNA concentration and quality.

### RNA-Seq.

RNA isolated from naive, Tr1 and Th1 sorted cells was used to synthesize cDNA using the High-Capacity cDNA Reverse Transcription kit (Applied Biosciences) according to manufacturer guidelines. Libraries were prepared from cDNA. Single-end mRNA-Seq (50 bp reads) was performed on the Illumina HiSeq by the Australian Genome Research Facility (AGRF, VIC, Australia). RNA-Seq data were then processed using the Galaxy platform (https://usegalaxy.org.au/) (71). *FastQC* was used for quality control of data (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and reads were mapped to the mouse (GRCm38/mm10) genome using the *STAR* aligner (72). Transcripts were then assembled, and reads per kilobase of transcript per million mapped reads (RPKM) were estimated using *Cufflinks* (73). *Cuffmerge* was used to merge transcript assemblies, and *HTseq* was used to transform mapped reads into counts based on the GENCODE vM9 annotation (74–76). Finally, *EdgeR* was used to analyze these counts for differential gene expression (77).

### Pathway analysis.

Pathway analysis was performed using Ingenuity Pathway Analysis software (Qiagen; content version 81348237; release date: 2022-09-16).

### Comparing Tr1 cell transcriptional signatures from experimental VL and malaria.

DEGs from the Tr1 versus Th1 comparison were compared with 2031 DEGs in Tr1 versus Th1 cells from experimental malaria infection (20). Genes that were differentially expressed in the 2 data sets but in opposing directions based on logFC were excluded. The analysis was performed using the VennDetail package (v1.10.0) (78), and the results were illustrated as a Venn diagram produced using the VennDiagram package (v1.7.3) run on R (v4.1.3) (79).

### Isolation of mouse mononuclear cells and CD4^+^ T cell polarization for ChIP.

Spleen mononuclear cells were isolated from C57BL/6*-Foxp3^tm1flv^*/J (Foxp3-RFP homozygous) × C57BL/6-*Il10^tm1Flv^*/J (IL-10–GFP heterozygous) mice and prepared as previously described (19). Whole spleens were then cultured with anti-CD28 (1 μg/mL, clone 37.51, BioLegend) and plate-bound anti-CD3 (wells coated with 1 μg/mL for 4 hours at 37°C, 5% CO_2_, clone 145-2C11, BioLegend), supplemented with Tr1 cell polarizing cytokines (10 ng/mL IL-2, 10 ng/mL IL-12, 10 ng/mL anti-IL-4 [all from eBioSciences], and 50 ng/mL IL-27 [Thermo Fisher Scientific]) in a 96-well plate (80). After 3 days, cells were harvested and stained with anti-CD4 conjugated to BV421 (BioLegend, clone GK1.5) and anti-CD90.2 conjugated to PerCPcy5.5 (BioLegend, clone Thy1.2); then FoxP3^–^IL-10^+^CD4^+^ T cells were isolated using a BD FACSARIA III (BD Biosciences), prior to preparing cells for ChIP.

### ChIP.

ChIP assays were conducted as previously described (81), with a sheared fragment size of 300 bp to 1 kb, using anti-Pbx1 (clone 4342, Cell Signaling Technology), anti–pol II (clone ab817, Abcam), and rabbit IgG (clone ab37415, Abcam). In total, 1 μL (from 30 μL) of immunoprecipitated DNA was used for quantitative PCR (qPCR). Primers A–F (Figure 5) were designed to amplify –1 to –4.593 kb upstream of the IL-10 transcription start site or –1 to –4,813 kb upstream of the IFN-γ transcription start site (Supplemental Table 4), including regions where 3 PBX1 consensus binding sites exist. Abundance of PBX1 or RNA Pol II binding is illustrated as a percent of immunoprecipitated target sequences relative to input chromatin.

### L. donovani whole parasite splenocyte stimulation.

Mouse splenocytes (1 × 10^5^) were cultured with 2 × 10^6^ fixed *L*. *donovani* amastigotes and anti–mouse LAG3 (Bio X Cell, clone C9B7W) or anti–mouse TIM3 (Bio X Cell, clone RMT3-23) mAbs or rat IgG1 (clone MAC49, made in house) all at 20 μg/mL in cRPMI for 72 hours at 37°C, 5% (v/v) CO_2_. Cell culture supernatant was harvested after 24 hours and stored at –20°C.

### Flow cytometry.

In addition to sorting, flow cytometry was also used to assess cells. Cells were prestained with anti–mouse LAG3 conjugated to BV785 (BioLegend, clone C9B7W), CCR2 conjugated to BV421 (BioLegend, clone SA203G11), CCR5 conjugated to PercPCy5.5 (BioLegend, clone HM-CCR5), TIM3 conjugated to PE (BioLegend, clone B8.2C12), and TIGIT conjugated to APC (BioLegend, clone 1G9) in 50 μL cRPMI for 30 minutes at 37°C, 5% CO_2_, after initial staining, 150 μL of cRPMI supplemented with Monensin (eBioscience, 4 μM final concentration), Phorbol 12-myristate 13-acetate (MilliporeSigma, 50 μg/mL final concentration), and Ionomycin calcium salt (MilliporeSigma, 1 μg/mL final concentration) were added and cells were incubated for 3 hours at 37°C, 5% CO_2_. After stimulation, cells were washed with PBS and then stained with anti–mouse CD45 conjugated to FITC (BioLegend, clone 30-F11), TCRβ conjugated to BUV737 (BD Biosciences, clone H57-597), CD4 conjugated to BUV395 (BD Biosciences, clone GK1.5), CD8 Alexa Fluor 800 (BioLegend, clone 53-6.7), PD-1 conjugated to APC-FIRE750 (BioLegend, clone 29F.1A12), and CD49b conjugated to PECy7 (BioLegend, clone HMα2) in 50 μL for 20 minutes at 37°C, 5% CO_2_. Cells were then washed with PBS and stained with Zombie Aqua fixable viability stain (BioLegend, 0.05 μL/sample) in 50 μL for 10 minutes at room temperature. Cells were then washed with PBS, and 100 μL of Cell Fix (eBioscience Foxp3 Transcription factor staining buffer set) was added for 20 minutes at 4°C; cells were washed with Perm/Wash Fuffer (eBioSciences) and stained with anti–mouse CTLA-4 conjugated to BV605 (BioLegend, clone UC10-4B9), IFN-γ conjugated to BV650 (BD Biosciences, clone XMG1.2), IL-10 conjugated to PE-Dazzle594 (BioLegend, clone JES5-16E3), T-bet conjugated to eFluor660 (eBioscience, clone eBio4B10), and Foxp3 conjugated to eFluor450 (eBioscience, clone FJK-16s) for 45 minutes at 37°C, 5% CO_2_. All surface stains were made up in PBS, and all intracellular stains were made up in Perm/Wash Buffer (eBioscience). Samples were acquired in a Cytek Aurora 5 within 24 hours after staining.

### Cytokine analysis.

CD4^+^ T cells were isolated by MACS from the spleens of *Pbx1*^ΔT^ and *Pbx1^fl/fl^* mice, as described above, and cultured for 72 hours with no stimulation or under Th1 or Tr1 cell polarizing conditions, as previously described (82). Cell culture supernatants were then collected for measurement of IFN-γ and IL-10 levels. Cytokine levels were assessed using the BD Cytometric Bead Array (CBA) Mouse Inflammation Kit or Mouse Th1/Th2/Th17 Cytokine Kit (BD Biosciences) as per manufacturer instructions. Serum samples from mouse blood were used undiluted, while cell culture supernatants were diluted 1:5 in 1× PBS for the detection of most cytokines. Supernatants were diluted 1:50 in 1× PBS for the detection of IFN-γ. CBA data were analyzed using the FCAP Array Software v3.0 (BD Biosciences). Human IFN-γ in whole-blood assays was measured by ELISA, as previously described (54).

### qPCR.

RNA was extracted from human PBMCs or CD4^+^ T cells enriched by MACS (Miltenyi Biotec) according to manufacturer instructions. RNA was reverse transcribed to cDNA as previously described (39). qPCR for *LAG3* and *HAVCR2* (encoding TIM3) was performed on an ABI Prism 7500 real-time PCR system (Applied Biosystems) using the TaqMan Gene Expression Assay (Assay ID: Hs01120688_g1; Applied Biosystems). Relative quantification was performed using the ΔΔCT method (83) relative to 18S rRNA (Assay ID: Hs99999901_s1; Applied Biosystems).

### Statistics.

Statistical analysis was performed using GraphPad Prism 6 (GraphPad Software). Analysis of human cellular assays was performed using Wilcoxon matched-pairs signed rank test or nonparametric Mann-Whitney *U* tests, as appropriate. Analysis of mouse data used Mann-Whitney *U* tests for comparisons between 2 groups and 1-way ANOVA to assess more than 2 groups within an experiment. *P* < 0.05 was considered significant.

### Study approval.

The study using human samples was approved by the Ethics Committee of the Institute of Medical Sciences, Banaras Hindu University, and all patients provided written informed consent. Experimental animal use was in accordance with the “Australian Code of Practice for the Care and Use of Animals for Scientific Purposes” (Australian National Health and Medical Research Council [NHMRC]) and approved by the QIMR Berghofer Medical research Institute Animal Ethics Committee (Herston QLD, Australia; approval no. P2304).

### Data availability.

All data are available in the main text and supplementary materials. The mouse RNA-Seq data are available in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under accession no. GSE139933. Flow cytometry analysis was performed using OMIQ Data science platform (https://www.omiq.ai), including tSNE dimension reduction, Flow Self organizing maps (FlowSOM) clustering, edgeR statistical analysis, and heatmap generation. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

Conceptualization was contributed by CLE, SSN, SN, SS, RK, and CRE conceptualized the study. CLE, JAE, FDLR, SSN, DC, MMDO, TCMF, SBC, SSS, AK, YW, JN, PM, JSL, SN, and RK developed the methodology and performed experiments and human studies. SN, SS, and CRE acquired the funding for the research. SSS, RK, and CRE administered the project. FDLR, MMDO, SN, SS, RK, and CRE supervised the research. CLE and CRE wrote the original draft manuscript. CLE, SSN, JAE, RK, and CRE reviewed and edited the paper.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supporting data values

## Figures and Tables

**Figure 1:**
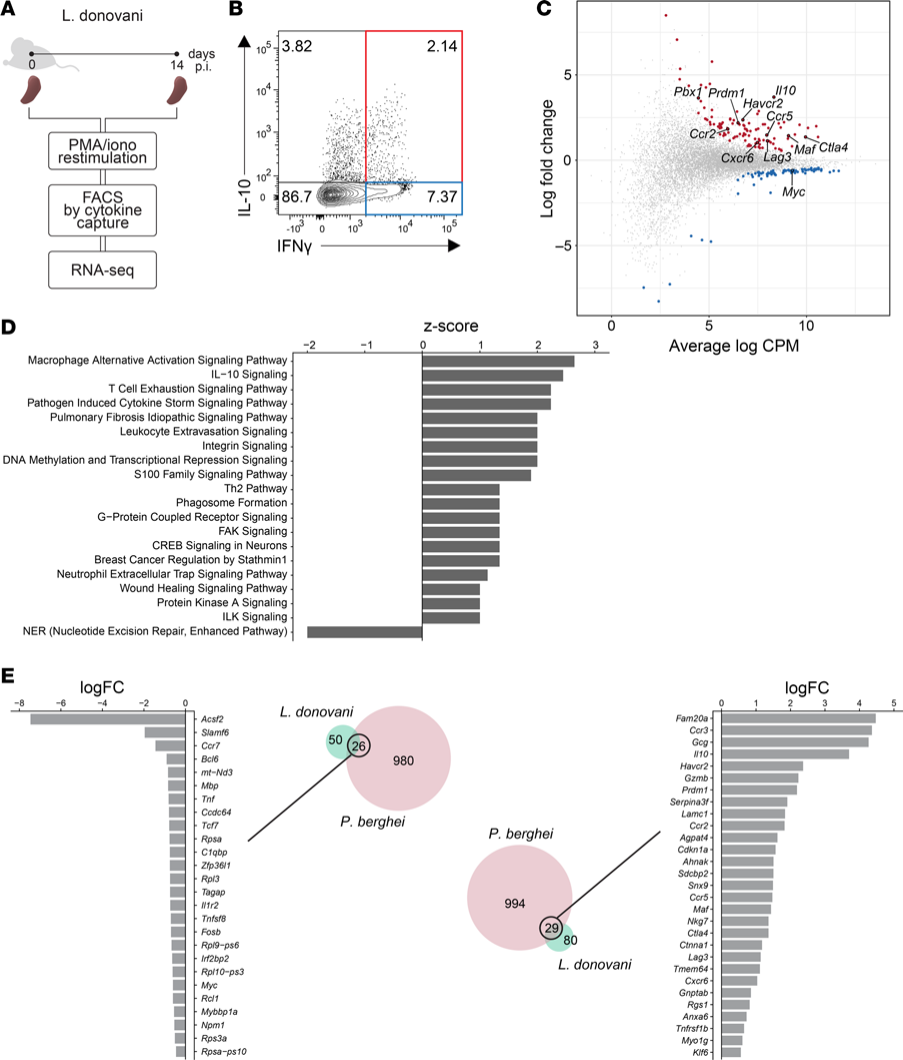
A molecular signature for mouse Tr1 cells during experimental visceral leishmaniasis (VL) caused by *Leishmania donovani*. (**A** and **B**) A schematic showing a brief outline of the work flow for isolating splenic Th1 (IFN-γ^+^ IL-10^–^; blue quadrant) and Tr1 cells (IFN-γ^+^ IL-10^+^; red quadrant). (**C**) Mean-difference plot from differential gene expression analysis between Tr1 versus Th1 cells. The 109 upregulated differentially expressed genes (DEGs) are colored red, the 76 downregulated DEGs are coloured blue, and nonsignificant genes are coloured gray. (**D**) The up- and downregulated canonical pathways identified in Tr1 cells, relative to Th1 cells, from Ingenuity Pathway Analysis are listed. (**E**) DEGs from experimental VL Tr1 versus Th1 cell comparisons were compared with 2,031 DEGs in experimental *Plasmodium berghei* ANKA Tr1 cells versus Th1 cells. The Venn diagrams show that 26 and 29 Tr1 cell DEGs were commonly down- and upregulated, respectively, in these 2 infections. Log fold change values shown are from experimental VL Tr1 cells versus Th1 cells.

**Figure 2:**
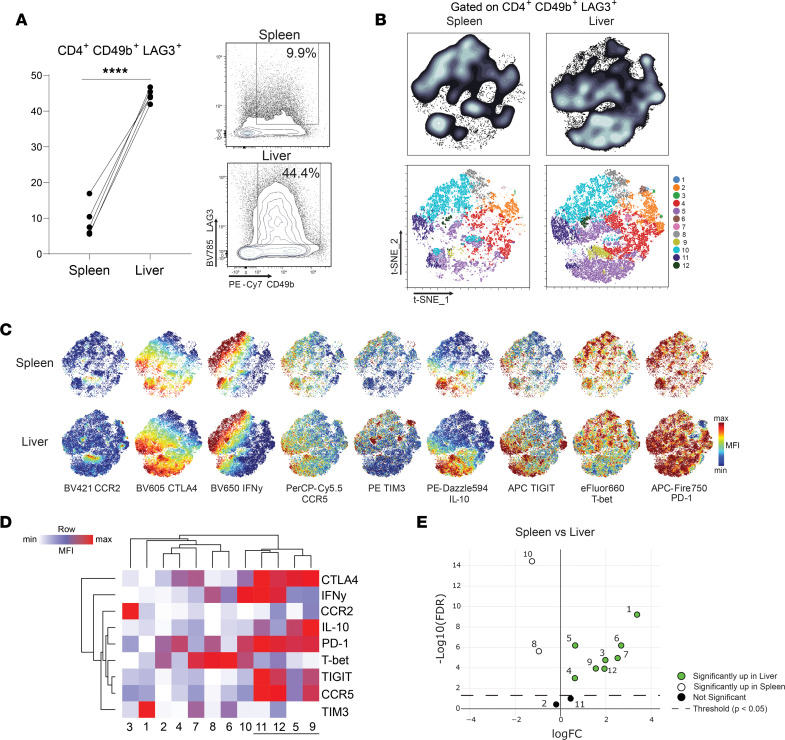
Development of coinhibitory receptor–rich CD4^+^ T cells in the liver during experimental visceral leishmaniasis caused by *Leishmania donovani*. (**A**) Spleen and liver Tr1 cells defined by high levels of CD49b and LAG3 expression at day 14 after infection. (**B**) tSNE and flow self-organizing maps were used for clustering of Tr1 cells identified in **A**, based on the mean fluorescence intensity (MFI) of CCR2, CTLA-4, IFN-γ, CCR5, TIM3, IL-10, TIGIT, T-bet, and PD-1. (**C**) tSNE plots showing the expression of each marker. (**D**) A heatmap showing the expression (MFI) of individual markers in each cluster, with the coinhibitory receptor–rich clusters among Tr1 cells underlined. (**E**) EdgeR was used to establish significant differences in the frequencies of each Tr1 cell cluster in the spleen and liver. *n* = 5 paired tissue samples; *P* < 0.05. ****P < 0001 as determined by a 1-tailed paired *t* test. Significance was assessed by edgeR.

**Figure 3:**
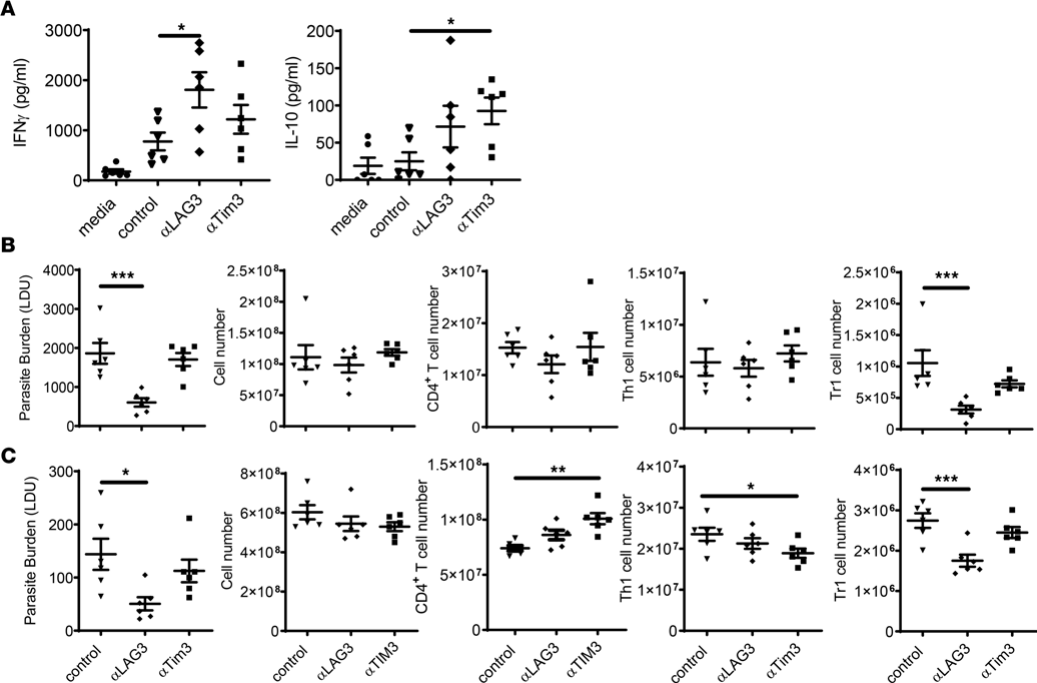
LAG3 blockade improves antiparasitic immunity during *Leishmania donovani* infection. (**A**) Spleen cells from mice infected for 28 days with *L*. *donovani* were stimulated with parasite antigen for 72 hours in the presence of anti-LAG3 (diamonds), anti-TIM3 (squares), or control (triangles) mAbs, and IFN-γ and IL-10 production were measured, as indicated. (**B** and **C**) Mice infected with *L*. *donovani* for 14 days were treated with anti-LAG3, anti-TIM3, or control mAb for a further 14 days prior to measuring liver (**B**) and spleen (**C**) parasitic burdens. Associated cellular responses at 28 days after infection are shown. *n* = 6 mice per group. Experiments were conducted twice. Data are shown as mean ± SEM; *P < 0.05, **P < 0.01, and ***P < 0.001. Significance was assessed by 1-way ANOVA.

**Figure 4:**
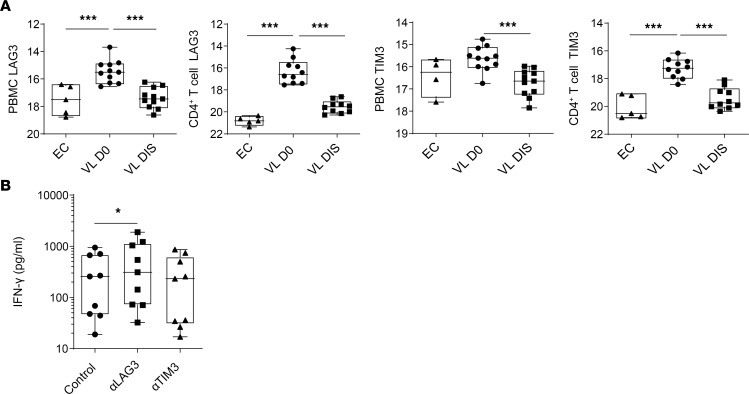
LAG3 blockade improves antiparasitic immunity during visceral leishmaniasis. (**A**) LAG3 and TIM3 expression was measured by qPCR in PBMCs and CD4^+^ T cells from blood samples from patients with visceral leishmaniasis (VL) on admission to clinic for antiparasitic drug treatment (VL D0), from the same patients 30 days later at discharge from clinic (VL DIS) (*n* = 10), and from endemic controls (EC) (*n* = 5), as indicated. Box and whisker plots show the median of the data points as well as the minimum and maximum of the data points; ***P < 0.001. Significance was assessed by Mann-Whitney *U* test. (**B**) Antigen-specific IFN-γ production was measured in whole-blood cells from patients with VL (*n* = 9) cultured for 24 hours with soluble *leishmania* antigen (SLA) with anti-LAG3, anti-TIM3, or control mAb, as indicated. Box and whisker plots show the median of the data points as well as the minimum and maximum of the data points; *P < 0.05. Significance was assessed by Wilcoxon matched-pairs signed rank test.

**Figure 5:**
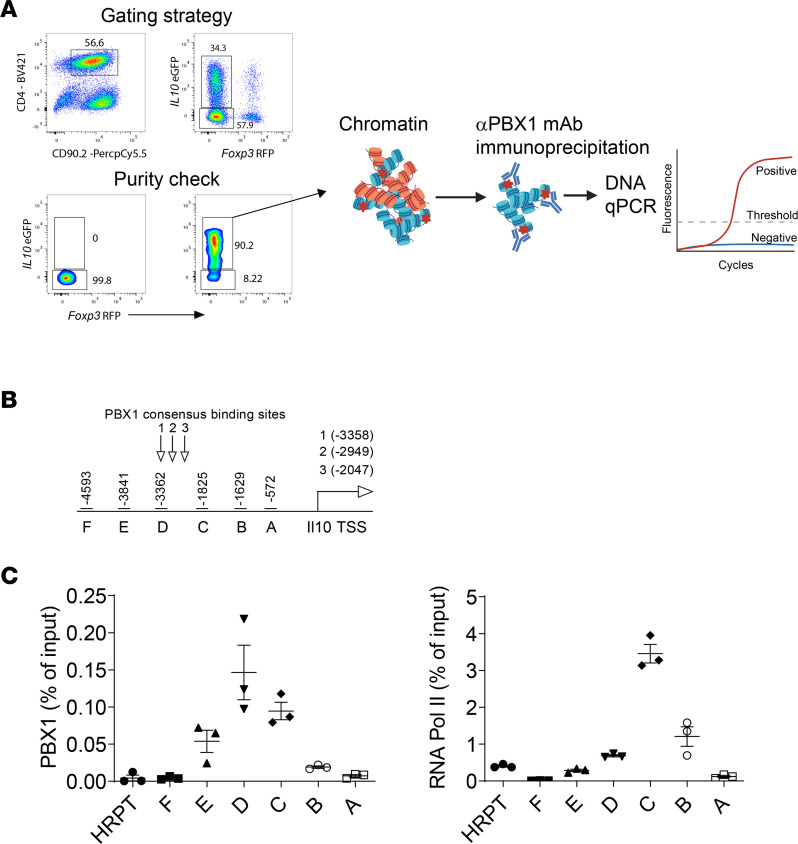
PBX1 binds the *Il10* promoter in Tr1 cells. (**A**) Tr1 cells were sorted from mouse splenocytes cultured in Tr1 cell polarizing conditions. Tr1 cells were assessed via ChIP for PBX1 and RNA Pol II binding upstream of the *Il10* transcription start site (TSS) in the promoter region. (**B**) PBX1 consensus binding sites in the *Il10* promoter are indicated. (**C**) Recruitment of PBX1 and RNA Pol II across the *Il10* promoter (regions A–F) and in a control region of the genome (*Hprt*) are shown.

**Figure 6:**
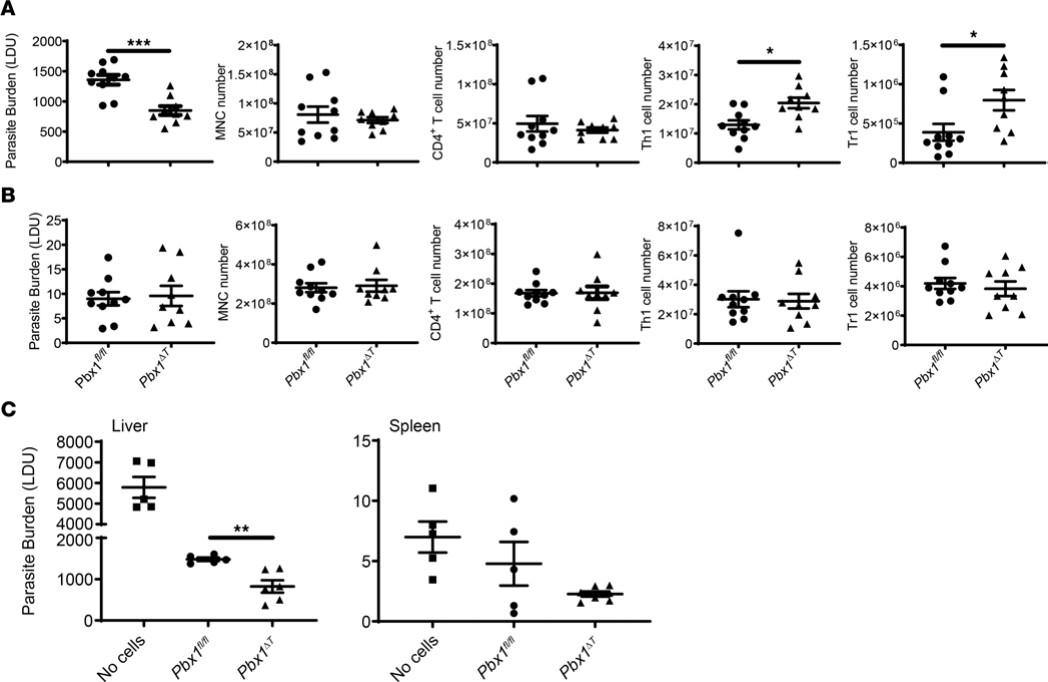
PBX1 inhibits parasite control and CD4^+^ T cell inflammatory responses. (**A** and **B**) *Pbx1*^ΔT^ (*n* = 10) and littermate control mice (*Pbx1^fl/fl^*; *n* = 9) were infected with *Leishmania donovani* for 14 days prior to measuring parasitic burdens and associated cellular responses in the liver (**A**) and spleen (**B**). The gating used to define Th1 and Tr1 cells is shown in Supplemental Figure 2. Data pooled from 2 independent experiments. Data are shown as mean ± SEM; *P < 0.05 and ***P < 0.001. Significance was assessed by Mann-Whitney *U* test. (**C**) Liver and spleen parasitic burdens were measured in B6.*Rag1*^–/–^ mice infected with *L*. *donovani* for 14 days and in mice that received CD4^+^ T cells isolated from either *Pbx1*^ΔT^ or *Pbx1^fl/fl^* mice. *n* = 5–6 mice per group. The experiment was conducted twice. Data are shown as mean ± SEM; **P < 0.01. Significance was assessed by Mann-Whitney *U* test.

# Supplementary material for: A molecular signature for IL-10–producing Th1 cells in protozoan parasitic diseases
**Source:** JCI Insight. 2023 Dec 22;8(24):e169362. doi: 10.1172/jci.insight.169362
**Supplement:** Supplemental data

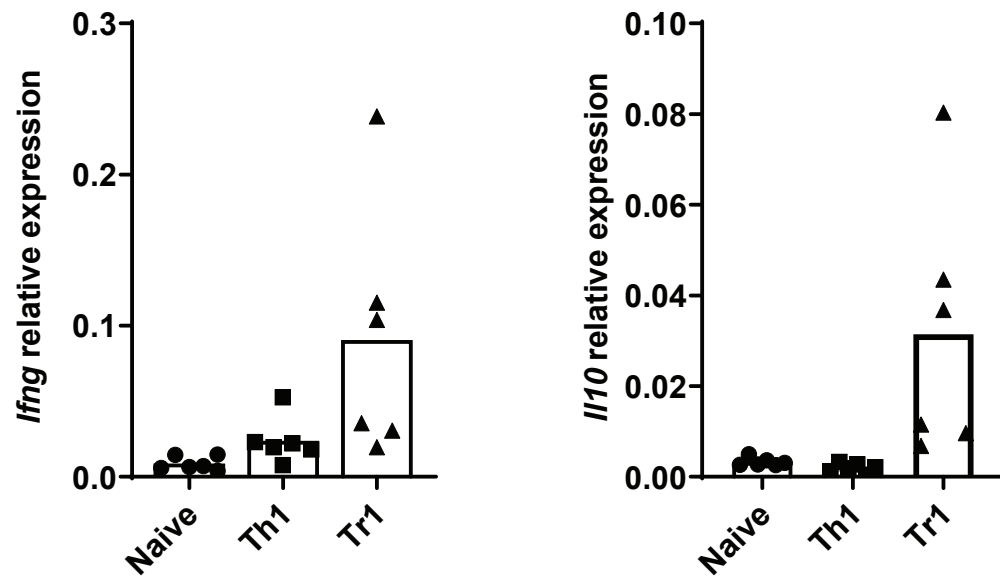

**Figure S1. Related to Figure 1.** *Ifng* and *Il10* mRNA expression in sorted splenic CD4<sup>+</sup> T cell populations from mice infected with *Leishmania donovani* for 14 days. Cytokine-negative (Naïve), Th1 and Tr1 cells were isolated as outlined in Figure 1, n = 6 paired samples.

**A**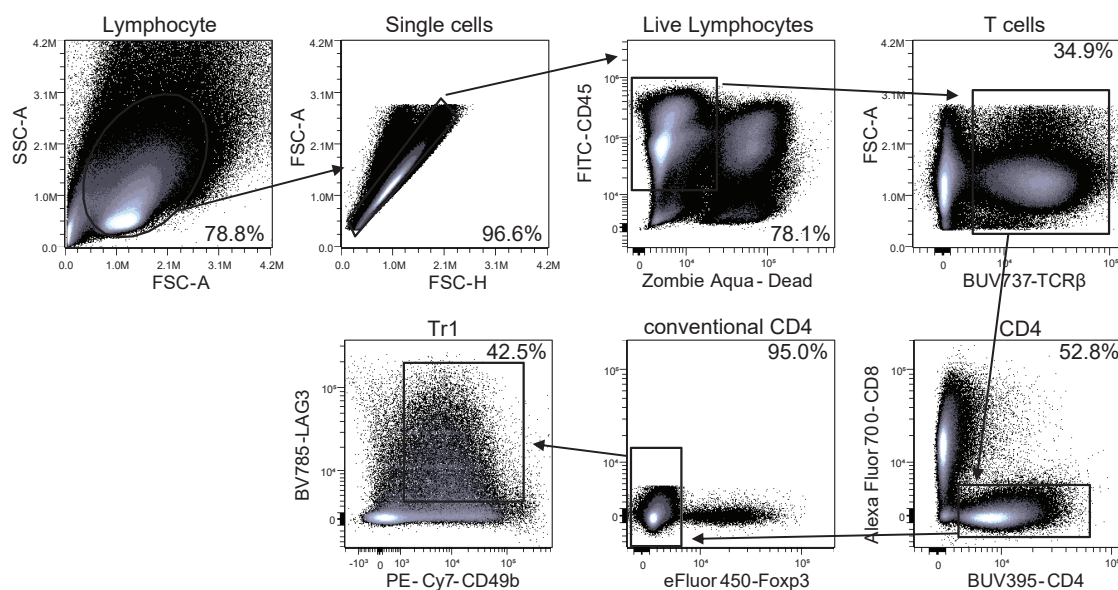**B**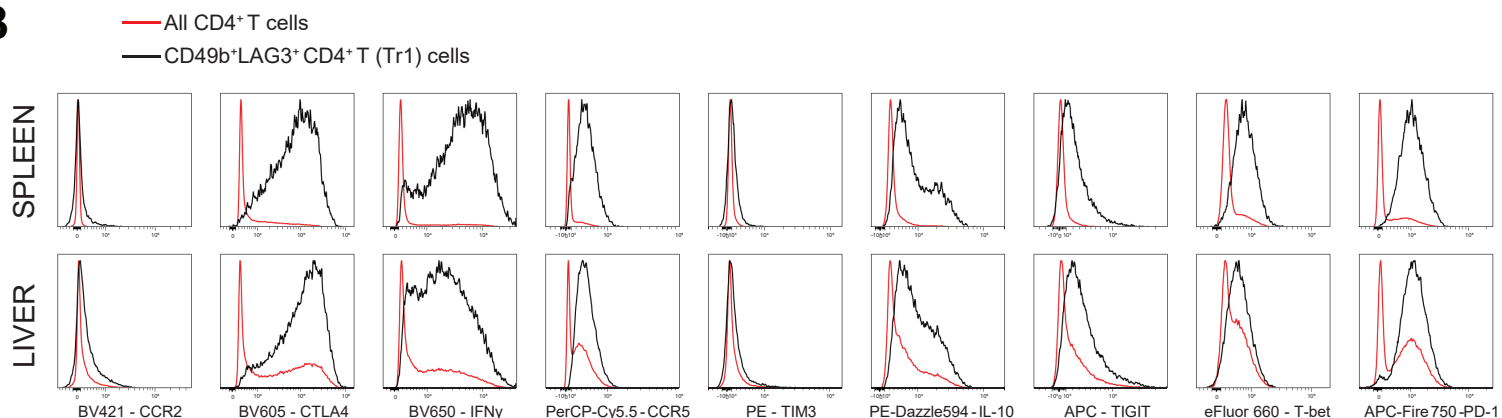

**Figure S2.** Gating strategy for identification of Tr1 cells in the liver during experimental visceral leishmaniasis caused by *Leishmania donovani*. Tr1 cells defined by high levels of CD49b and LAG3 expression were assessed by FACS at day 14 post-infection (A). The expression of CCR2, CTLA4, IFN $\gamma$ , CCR5, TIM3, IL-10, TIGIT, T-bet and PD-1 on all CD4<sup>+</sup> T cells (red line) and Tr1 cells (black line) was measured in liver and spleen on day 14 post-infection, with data shown as concatenated histograms (n =5 paired samples) (B).

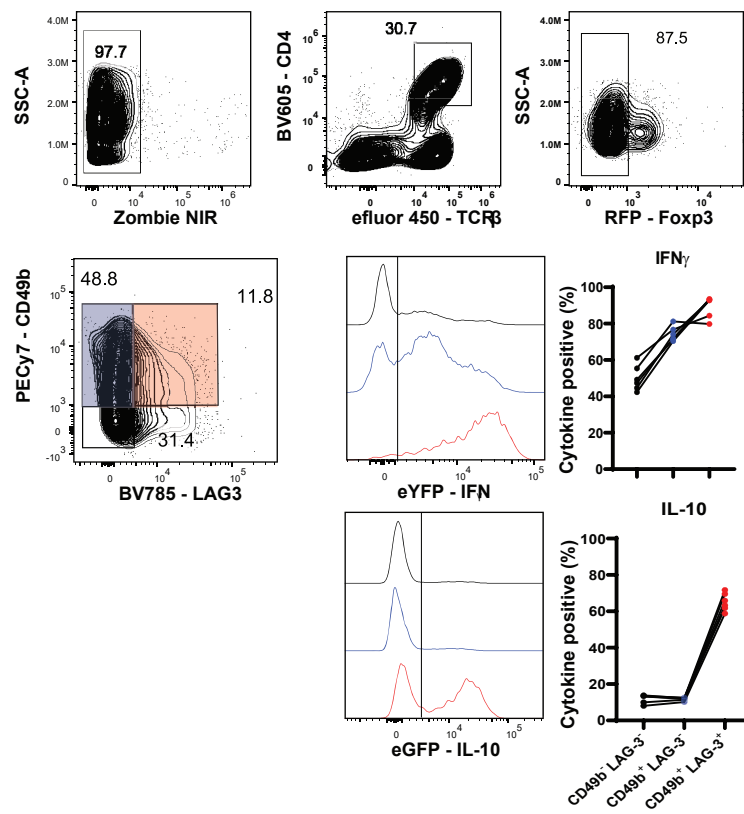

**Figure S3.  $IFN\gamma^+$   $IL-10^+$   $CD4^+$  T (Tr1) cells are  $CD49b^+$   $LAG3^+$ .**

*Il10gfp*  $\times$  *Ifngyfp*  $\times$  *Foxp3rfp* mice were infected with  $2 \times 10^7$  *L. donovani* amastigotes intravenously and 14 days post-infection (p.i.), conventional (*Foxp3* $^-$ )  $CD4^+$  T cells were assessed by flow cytometry for CD49b and LAG3 expression and co-expression of *Il10gfp* and *Ifngyfp*. The frequency of  $IFN\gamma^+$  and  $IL-10^+$  amongst CD49b and LAG3 expressing  $CD4^+$  T cells is shown.

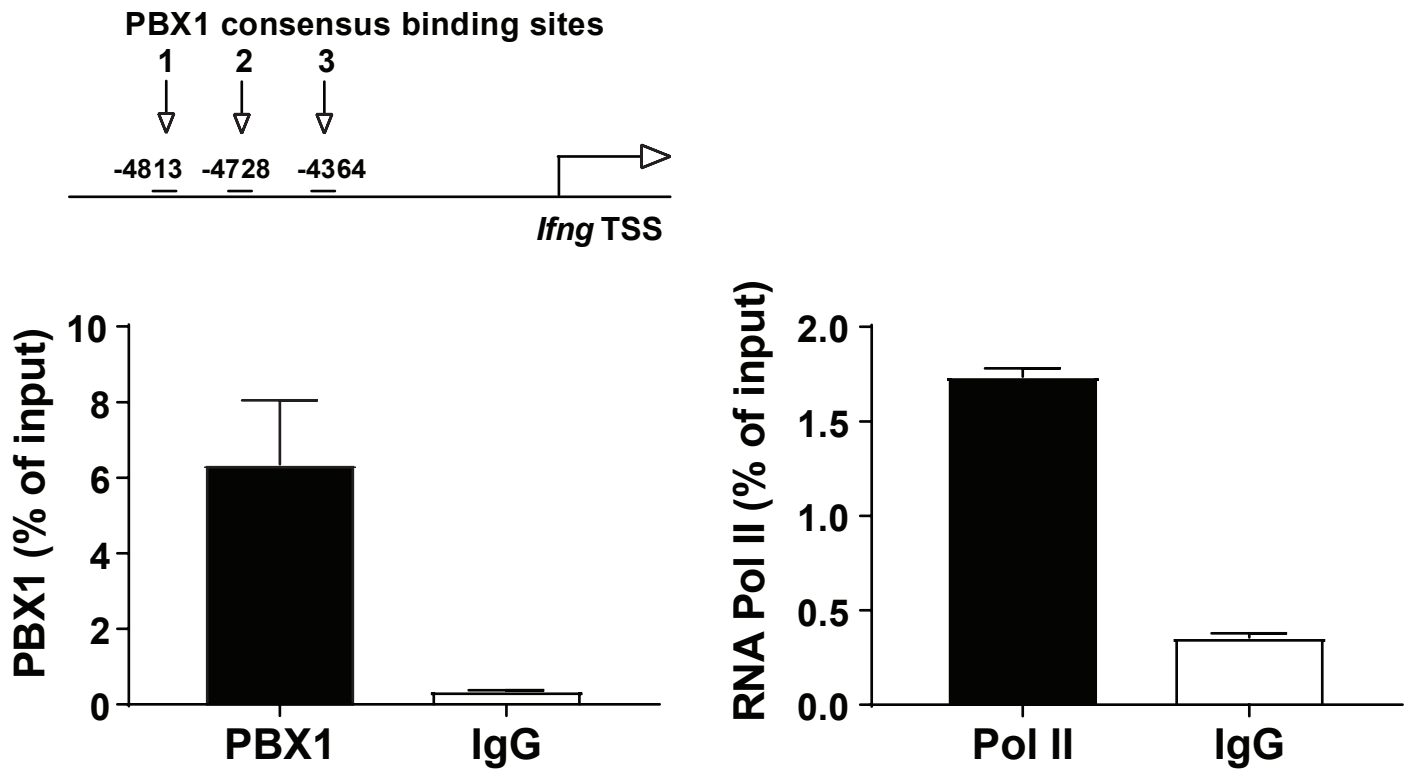

**Figure S4. PBX1 binds to the *Ifng* promoter region.** Tr1 cells were sorted from mouse splenocytes which had been cultured in Tr1 cell polarizing conditions. Tr1 cells were assessed via chromium immunoprecipitation (ChIP) for PBX1 and RNA polymerase II (RNA Pol II) binding upstream of the *Ifng* transcription start site (TSS) in the promoter region. PBX1 consensus binding sites in the *Ifng* promoter are indicated. Recruitment of PBX1 and RNA Pol II to the PBX1 consensus binding sites are shown (A). Mean  $\pm$  SEM.

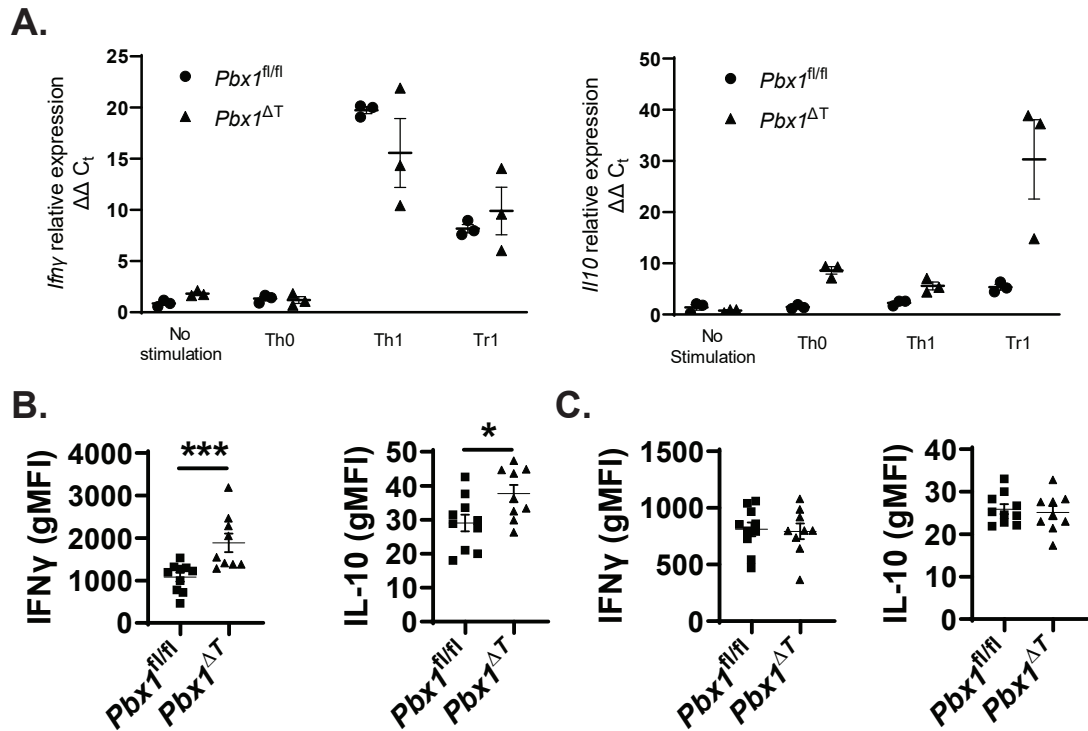

**Figure S5. *Ifn $\gamma$*  and *Il10* expression by CD4<sup>+</sup> T cells in the absence of *Pbx1*.** Splenic CD4<sup>+</sup> T cells were isolated from *Pbx1<sup>fl/fl</sup>* and *Pbx1 $\Delta$ T* mice and cultured for 72 hours under the polarizing conditions described. RNA was prepared and *Ifn $\gamma$*  and *Il10* expression measured by qPCR, as indicated. n = 3 individual mice from each genotype (A). *Pbx1 $\Delta$ T* (n = 10) and litter mate control mice (*Pbx1<sup>fl/fl</sup>*; n = 9) were infected with *Leishmania donovani* for 14 days prior to measuring CD4<sup>+</sup> T cell IFN $\gamma$  and IL-10 geometric mean fluorescent intensity (gMFI) in the liver (B) and spleen (C). The gating used for analysis was as shown in Supplementary Figure 2. Mean  $\pm$  SEM, \*p<0.05, and \*\*\*p<0.001; significance assessed by Mann-Whitney test.

**Table S3. Clinical data for visceral leishmaniasis patient and endemic control participants.**

| <b>Variables</b>                                        | <b>VL</b>                      | <b>EC</b>      |
|---------------------------------------------------------|--------------------------------|----------------|
| <b>N</b>                                                | 30                             | 12             |
| <b>Age (years)</b>                                      | 27.0±15.22 (22.5) <sup>a</sup> | 34.3±6.99 (35) |
| <b>Sex (M/F)</b>                                        | 16/14                          | 5/7            |
| <b>Duration of illness (days)</b>                       | 37.03±28.41 (30)               | N/A            |
| <b>WBC ( D-0)</b>                                       | 4550±2764.02 (3600)            | N/D            |
| <b>WBC ( D-Dis)</b>                                     | 7826.66±2901.95 (7150)         | N/D            |
| <b>Platelets (×10<sup>3</sup>/mm<sup>3</sup>,D-0)</b>   | 104.466±60.010 (94)            | N/D            |
| <b>Platelets (×10<sup>3</sup>/mm<sup>3</sup>,D-Dis)</b> | 207.566±80.38 (189)            | N/D            |
| <b>Splenic enlargement<br/>(cm, D-0)</b>                | 2.83±1.68 (3)                  | N/A            |
| <b>Splenic enlargement<br/>(cm, D-Dis)</b>              | 0.23±0.62 (0)                  | N/A            |

Abbreviations: N/A, not applicable; ND, not done.

<sup>a</sup>Mean values ± SD of aggregated data are shown, and median values are in parentheses.

**Table S5. Primers used for Chromatin immunoprecipitation.**

| Target region | Forward primer (5' to 3') | Reverse primer (3' to 5') |
|---------------|---------------------------|---------------------------|
| <i>hprt</i>   | CCTAAATCTTGAGGAATCACATCA  | TTCTTTCTGAAGAAAATGGTACTGG |
| <i>il10 A</i> | GAAGAAAATCAGCCCTCTCG      | GGATAAATGGGCTATTCCAGA     |
| <i>il10 B</i> | CAGTCAGGAGAGAGGGCAGT      | TTTTGGGATGTCCGTTTCC       |
| <i>il10 C</i> | AAGAGGTGCTGCTTCTCCTG      | TGGCACTGGACAGTTCTATGA     |
| <i>il10 D</i> | GGGCTTGATAACGTGTGAGTG     | AAGAAGTTCCCCCTGTAGCTG     |
| <i>il10 E</i> | AACACTCTTCAGGGGTGAGC      | AGTCTGGGAGCTCTGAGTGG      |
| <i>il10 F</i> | GGTTATCTGGGGTAGTCATGGA    | TGTGGAATTCCCCTTTGTGT      |
| <i>lfng</i>   | ATTTGGCCCAATTGTATGGA      | CACAGCATGTCATGACCACA      |

How the deposited data were processed for this re-analysis (not part of the article)

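RNA-Seq libraries of 4 populations of splenic CD4+ T cells from 5 C57BL/6J mice infected with *L*. *donovani*, taken at day 14, were compared. Of 20 mapped samples 19 libraries were used, and the Treg library of mouse 3 was not analysed here. Populations and mice were taken from the sample labels and the paper, and each column was matched to its sample by name. The labels call the population without either cytokine Tneg, whereas the column names call it naive; Tneg is used throughout.

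The authors deposited 1 table of CPM per protein-coding gene and library. The paper's methods describe STAR on GRCm38, HTSeq counts on GENCODE annotation, Cufflinks RPKM, and edgeR, whereas the submitters' processing notes name cutadapt, STAR 2.5.2a, RSEM 1.2.30, and GRCm38. The reads behind a library were estimated from the step between its low CPM values. Only 52.1% to 85.6% of a library's values came out as whole reads, although all low values were multiples of 0.01 reads, so a count model was not used. Depth is given with the data, and the shallower the library, the less precise its low values. Whether reads were counted by strand is not given in the sources used here, so overlapping genes and near-identical copies, such as histone and ribosomal protein genes, may share reads.

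Tests were made in R 4.3.3 with limma 3.58.1 on log2(CPM + 1), with the mouse as a block and an intensity trend in the variance model, 2-sided, over genes with at least 1 CPM in at least 5 of the libraries compared. P values were adjusted after Benjamini and Hochberg, with a threshold of 0.05 and no minimum fold change. The comparisons were Tr1 against Th1, Tr1 against Treg, and Th1 against Tneg cells, each fitted on its own libraries. For *Ifng*, *Il10*, *Foxp3*, and *Krt8*, among others, exact sign-flip tests over mice were added, which cannot pass 0.05 with 5 mice. Gene lists were tested between Tr1 and Th1 cells with camera of limma at a preset correlation of 0.01 and also with an estimated correlation, adjusted over the lists.

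The lists, 32 in all, hold coinhibitory receptors, chemokine receptors, T helper transcription factors, T helper cytokines, cytotoxic granule and chemokine genes, naive and memory T cell genes, Th1 genes, Treg genes, Tr1-associated genes, IL-10 signaling, T cell exhaustion, nucleotide excision repair, ribosome biogenesis, the cell cycle, the unfolded protein response, heat shock, immediate early genes, the interferon response, glycolysis, ribosomal proteins, histone clusters, and mitochondrially encoded genes, and markers of B and plasma cells, macrophages and monocytes, neutrophils, NK cells, CD8 T cells, dendritic cells, erythroid cells, platelets, epithelia, and fibroblasts and matrix. They were written before the data were examined but after Supplemental Table 1 had been read, and the epithelial and fibroblast lists because of it. A further list, of 36 luminal breast epithelial genes, was written later, after a first fit of the 3 comparisons had also been read. Genes named are those the paper names for these data or measures as protein, per comparison the 10 with the largest change in each direction among those past the threshold and changed alike in all mice, up to 4 members of each list by fold among those past the threshold (or, where fewer than 2 pass, those with the smallest p), the genes shared with malaria as counts with examples, and those a statement on other cells rests on. The results of some genes are not reported here.

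Libraries with the same mouse number come from the same mouse according to the labels, so the mouse was a block in the main test. The correlation of the deviations of a mouse's libraries from their population means, over 11356 genes, ranged from -0.042 to 0.333. Replicate libraries of 1 population correlated at 0.722 to 0.993, and 0 were identical. The test was run on simulated values with 200 changed genes. Between Tr1 and Th1 libraries it recovered 15% of 2-fold and 34% of 4-fold changes among 10039 genes (1 false call in 50), between Tr1 and Treg libraries 1% and 20% among 9777 genes, and between Th1 and Tneg libraries 33% and 74% among 10295 genes.

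The alternatives tried were the fit without the block, other filters, pseudocounts of 0.5 and 5 CPM, median-ratio and quantile scaling, no intensity trend, array weights, all libraries in 1 fit, leaving out each mouse, and camera with an estimated correlation. Chosen after seeing the data were a keratin index as a covariate (the mean log2 value of *Krt7*, *Krt8*, *Krt18*, and *Krt19*), limma voom on the reads estimated from CPM, and leaving out mice 3 and 7. Correlations across libraries were computed after removal of population means, with 100000 permutations within populations. The permutations did not keep the libraries of a mouse together, so their p values take no account of the mouse. Libraries were also split into groups in other ways, up to 100 per comparison. Ingenuity pathway analysis, the malaria data, and the samples of patients were not used here.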

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

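Chosen only after the result was seen were the tests of mouse epithelial cells, library depth, and the state of the sorted cells, the fits with the keratin covariate, the level below which B cell genes were not read, and the reading of *Igj*, and the luminal list was written after Supplemental Table 1 and a first fit had been read. Of 84 groups of 4 or 5 libraries examined for a value far from the others, 5 held one, and chance gives about 1 in 20 groups. Th1 cells of mouse 6 stood out for *Foxp3* (60.1 CPM; others 17.2 to 27.5) and *Ifng* (849 CPM; others 382 to 509.6). Tneg cells of mouse 7 stood out for *Il10* (17.8 CPM; others 8.13 to 9.28), and *Itga2* was far from the others in Th1 cells of mouse 3 (5.28 CPM; others 0.233 to 0.996) and in Treg cells of mouse 4 (9.34 CPM; others 0 to 1.23). In comparisons with Treg and Tneg libraries, 2 further signals lay in genes that the paper's text does not discuss for those populations, *Cd74* between Tr1 and Treg cells (log2 fold change -3.83) and *Krt8* between Th1 and Tneg cells (log2 fold change 3.6001, standard error 0.22, adjusted p = 1.8e-06, higher in 5 of 5 mice).

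*Krt8* averaged 2151 CPM in Tr1, 1307 in Treg, 789 in Th1, and 54.7 in Tneg libraries, and the keratin index was higher in the Tr1 than in the Th1 library of all 5 mice, by 0.035 (mouse 6, whose *Krt8* was lower in Tr1, 1362 against 1389 CPM) to 3.81 (mouse 7). Within populations it moved with the mean of the histone cluster genes over 19 libraries (r = 0.959 and rho = 0.921, permutation p = 1e-05 each, the smallest that 100000 permutations can give; r = 0.951 without the 2 farthest libraries; adjusted p = 2.5e-05 over 5 relations), as 1 outside source of RNA mixed in at different shares could give, while log depth stays open (r = -0.241, rho = -0.170, permutation p = 0.389 and 0.554, r = -0.357 without the 2 farthest, adjusted p = 0.486). The permutations treat the 19 libraries as independent, although they come from 5 mice, so all permutation p values given here take no account of the mouse. For the kind of source, a list of 36 luminal breast epithelial genes, of which 0 are in the paper's table and 13 reach 5 CPM in Tneg cells, was higher in Tr1 cells (24 tested, median log2 fold change 1.25, 23 positive, camera p = 1.96e-08), but not with an estimated correlation of 0.406 (p = 0.124), so RNA of such cells stays a hypothesis. Mouse epithelial cells cannot be told apart from it: epithelial markers other than keratins (of the whole list of 37 with its keratins, 11 are in the paper's table) had a median log2 fold change of 1.31 and moved with the keratin index within populations (r = 0.934, rho = 0.904, permutation p = 1e-05 and 1e-05, r = 0.926 without the 2 farthest, adjusted p = 2.5e-05). For *Epcam* no such relation was seen (r = 0.0373, rho = 0.225, permutation p = 0.879 and 0.362, r = 0.00017 without the 2 farthest, adjusted p = 0.879). Its level in Tneg cells (37.3 to 56.4 CPM) would hide a small share. Tr1 libraries held 11.5 to 55.6 CPM, with the least in mouse 7, whose *Krt8* was highest (4257 CPM), so that level does not explain this library. As 1 gene, *Epcam* leaves mouse epithelial cells open. The CD4 beads and the cytokine gates would remove such cells, whereas the CD8- gate keeps cells without CD8. The species of the source cannot be told from these values. A state of the sorted cells also stays open. The count of mice decides nothing for it, since an outside source would give the same count and any source is confounded with the populations.

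Ribosomal genes were lower in Tr1 than in Th1 libraries: of 82 ribosomal protein genes, 1 was higher and 33 lower when adjusted over the list alone (0 passed limma over all genes; 3 higher and 42 lower at an unadjusted p under 0.05; median log2 fold change -0.40, camera adjusted p = 4.1e-09; adjusted p = 0.29 with an estimated correlation), and of 53 ribosome biogenesis genes 25 were lower when adjusted over the list alone (0 over all genes; 31 unadjusted; median -0.48, camera adjusted p = 1.1e-11; adjusted p = 0.27 with an estimated correlation). Examples are *Rplp1* (-0.52, adjusted p = 0.087), *Brix1* (-0.91, adjusted p = 0.092), and *Grwd1* (-1.03, adjusted p = 0.089), while *Rpl13* had 1.38 (adjusted p = 0.087), and values of single ribosomal protein genes are uncertain because near-identical copies can share reads. Scaling between libraries is argued against, since the median of the ribosomal protein genes was -0.338 with quantile and -0.42 with median-ratio scaling. With the keratin covariate the biogenesis median was -0.243 (camera adjusted p = 0.0047), past the bound of -0.2 set beforehand as arguing against the source that the keratins follow. It passed that bound by less than the bootstrap error of the median, the size of which is not given here. Without the covariate the median was -0.48, so whether a part of the change may belong to that source stays open. A lower growth state of Tr1 cells was not tested and stays open.

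*Cd74*, the invariant chain of MHC class II, averaged 374 ± 196 CPM in Treg (SD, n = 4) and 31.6 ± 39.96 CPM in Tr1 cells (n = 5), lower in Tr1 cells of 4 of 4 mice (standard error 0.40, adjusted p = 0.0046 from limma; adjusted p = 0.14 without mouse 1, 0.71 without the filter, and 0.46 without the trend), and *H2-Ab1* (-5.89, adjusted p = 0.073), *H2-Eb1* (-4.83, adjusted p = 0.055), and *H2-Aa* (-3.92, adjusted p = 0.13) had negative values in 4 of 4 mice without passing. B cells in the Treg sort would bring their other genes, of which 3 were compared, with means over the 4 mice that have both libraries. Of these, *Ms4a1* (10.6 ± 19.6 against 2.29 CPM) and *Cd79b* (1.80 against 0 CPM) were higher in Treg cells of 2 mice each. Only 1, *Cd22* (10.6 ± 8.21 against 0.770 CPM), was higher in Treg cells of all 4 mice. This met a bound set beforehand against B cells, but that bound was wrong, because these genes lie under 20 CPM, and *Igj*, the J chain gene of plasma cells, went the other way, at 192 ± 84.1 CPM in Treg (81.1 to 259 CPM) against 26.0 ± 27.3 CPM in Tr1 cells (0.631 to 71.4 CPM), higher in Treg cells of 4 of 4 mice without passing (adjusted p = 0.39). Cells of the B lineage in the Treg sort therefore stay open, although the CD4 beads and the IL-10 gate would remove most, and one that secretes IL-10 could pass the latter. MHC class II transcripts of other antigen-presenting cells or of the sorted cells themselves were not tested.

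Other splits of the same libraries were counted by the number of genes called. Between Tr1 and Th1 libraries, 12 of 100 splits, the real one included, called as many as the real 16, and the highest other called 350. Splits that keep some mice whole and part the others as the real one does still carry the real difference. This count therefore cannot exclude chance, and it does not point to chance either. Between Tr1 and Treg libraries, 14 of 96 called as many as the real 2 (highest other 333), and chance cannot be excluded there either. Between Th1 and Tneg libraries, 1 of 100, the real split, called 1130 (highest other 82). That count excludes chance only if the libraries are treated as independent, since the 100 splits take no account of the mouse. Among the 16 splits that part the libraries of every mouse, too few for a share under 0.05, the highest others called 1, 2, and 0. The real splits called 16, 2, and 1130, in the same order. The other splits with many calls therefore keep libraries of some mice together.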

How the results depend on the processing

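Chosen only after the data were seen were the keratin index as a covariate, voom on estimated reads, and the fit without mice 3 and 7. Between Tr1 and Th1 libraries, where 16 genes were called, there were 8 with no filter, 33 with a pseudocount of 5 CPM, 0 without the trend of limma (899 at an unadjusted p under 0.05), 492 with array weights, 147 with all libraries in the fit, 4 with the keratin covariate, 126 with voom, 36 without mice 3 and 7, and 8 (without mouse 4) to 29 (without mouse 6) when 1 mouse was left out, 9 without mouse 1. The fit with no replicate block called 11, all of them among the 16, and *Ahnak*, *Krt5*, and *Tnfsf8* were among the genes it lost. Between Tr1 and Treg libraries (2 called), there were 0 with no filter and 0 without the trend (556 and 485 unadjusted), 6 with a pseudocount of 5 CPM, 6 with quantile scaling (2 higher and 4 lower, against 1 and 1), 48 with array weights, 74 with all libraries, 71 with the covariate, 34 with voom, and 1 (without mouse 1) to 9 (without mouse 7) with 1 mouse left out, 7 without mouse 3. With no replicate block 3 were called there, and of the other single genes examined in the 3 comparisons only the call of *Havcr2* between Th1 and Tneg libraries was lost (adjusted p = 0.10). Between Th1 and Tneg libraries (1130 called), there were 607 without the trend, 2634 with array weights, 497 with all libraries, 745 (without mouse 7) to 1004 (without mouse 3) with 1 mouse left out, and 0 with the covariate (874 unadjusted), which separates these populations itself. Of 28 lists tested, 11 passed with the preset correlation, 0 with an estimated one (4 unadjusted), 6 with the covariate, and, without mice 3 and 7, 7 of 27. Of single genes, 1700 results kept direction and side of the threshold under the settings fixed before the data were examined, 64 came to pass, 68 no longer passed, and 8 turned; under the added ones 231, 25, 37, and 16. Between Tr1 and Th1 libraries, log2 fold changes that turned were those of *Foxp3* (0.45 with array weights, 0.90 with the covariate, 0.39 with voom, 0.61 without mice 3 and 7, and -0.63 to 0.36 with 1 mouse left out), *Itga2b* (0.22 with quantile scaling, 0.89 with array weights), *Cd8b1* (0.055 with array weights, 0.14 without mice 3 and 7), and, with the covariate, *Ifng* (-0.10) and *Tbx21* (0.55). Between Tr1 and Treg libraries, these were *Itga2* (-0.39 with array weights), *Ccr2* (-0.23 with voom, -0.28 to 0.72 with 1 mouse left out), and *Tcf7* (-0.35 to 0.0058). Between Th1 and Tneg libraries, with the covariate, they were *Acta1* (-1.09), *Ccr2* (-2.08), *Cnksr3* (1.73), *Fam26f* (0.81), *Gm12185* (0.47), *Hist1h2an* (-1.19), *Krt79* (-1.02), *Myc* (0.21), and *Tbx21* (-0.34). Except where fewer libraries or a covariate that differs between the populations lower the counts by construction, the cause was not tested. The edgeR and DESeq2 alternative was not run, since only 52.1% to 85.6% of values gave whole reads, and the alternative of all genes in the table is void, as every gene in it is protein-coding. Depth was lowest in Tr1 libraries by its median, and whether it limits the number of genes called there was not tested.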

Differences from the paper's values

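Voom, the keratin covariate, and the fit without mice 3 and 7 were chosen only after the values were seen. The paper reports 185 DEGs between Tr1 and Th1 cells, 109 higher and 76 lower; limma called 16, 15 higher and 1 lower, at an adjusted p under 0.05. The paper's DEGs came from edgeR on read counts, whereas limma was run here on log2(CPM + 1), and whether this explains the difference was not tested. The paper's statistics section, on tests of cellular assays and mouse data, takes a p under 0.05 as significant. It names no adjustment or minimum fold change for DEGs, and all adjusted p values of Supplemental Table 1 lie under 0.05. All 16 are among the paper's genes, 181 of the paper's genes were tested, and 181 lay in the paper's direction, all with an unadjusted p under 0.05 (r = 0.967 for the log2 fold changes across genes, which are not independent replicates). Of the alternatives set before the data were examined, the fit of all 19 libraries called 147 genes (85 higher, 62 lower), each count within 1.5 times the paper's, but only 104 of them were the paper's, so that 81 of the paper's genes were not called. The others differed from the paper by more than 1.5 times in all 3 counts: no block, either other filter, either pseudocount, either scaling, no trend, array weights (492, of which 328 higher and 164 lower, 166 the paper's and 19 of the paper's not called), and leaving out each mouse. Voom, chosen after seeing the values, called 126 (86 higher, 40 lower) and dropped 79 of the paper's genes, and the fit without mice 3 and 7, also chosen after seeing the values, called 36 and dropped 159. With a pseudocount of 5 CPM 152 of the paper's genes were not called, and without mouse 6 156.

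Of genes the paper names as differing, *Ccr2*, *Cxcr6*, *Bcl6*, *Ccr7*, *Tcf7*, and *Myc* were not called (adjusted p = 0.074, 0.087, 0.087, 0.17, 0.16, and 0.12), although each lay in the paper's direction in 5 of 5 mice, while *Il10*, *Ctla4*, *Havcr2*, *Lag3*, *Prdm1*, and *Maf* were. *Ccr2* was called with all libraries (0.029), array weights (6.3e-05), a pseudocount of 5 CPM (0.035), and without mouse 3 (0.044), and, in settings chosen after seeing the values, with voom (0.0080) and without mice 3 and 7 (0.0077), in a range over all settings of 6.3e-05 to 0.54. *Cxcr6* was called with all libraries (0.046), array weights (1.3e-05), without mouse 7 (0.030), and, chosen after seeing the values, with voom (0.0084) and without mice 3 and 7 (0.0042), in a range of 1.3e-05 to 0.52. *Bcl6* was called with array weights (0.0066) and with voom, chosen after seeing the values (0.033), *Ccr7* with array weights (0.0066), *Tcf7* with all libraries (0.030) and array weights (0.027), and *Myc* with all libraries (0.029), array weights (0.0040), and voom (0.033), in ranges that reached 0.54, 0.90, 0.65, and 0.62. The log2 fold changes of the named genes compared with Supplemental Table 1 differed in no case by more than the SD between mice. For nucleotide excision repair, which the paper gives as a lower pathway, the list had a median log2 fold change of -0.014 and 0 members passed limma (4 lower and 1 higher at an unadjusted p under 0.05), though the paper's pathway tool and gene sets were not used here. IL-10 signaling, which it gives as higher, had a median of 0.23 and did not pass as a list (adjusted p = 0.26), while T cell exhaustion, which the paper also gives as higher, passed as a list at the preset correlation (adjusted p = 0.0052; adjusted p = 0.27 with an estimated correlation, and 0.076 without mice 3 and 7). That list was fixed after the paper's table had been read and shares genes with the Tr1-associated list, so it is not independent evidence.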

Other observations

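Chosen only after results were seen were the fits with the keratin covariate and all fits without mice 3 and 7. Th1 cells differed from Tneg cells in 1130 of 10490 genes by limma, 622 higher and 508 lower. Beside *Ifng* (log2 fold change 4.60, standard error 0.20, adjusted p = 3.4e-07), the inhibitory receptor genes higher in Th1 cells of 5 of 5 mice included *Pdcd1* (2.07, adjusted p = 3.9e-06), *Tigit* (1.96, adjusted p = 2.7e-06), and *Ctla4* (1.49, adjusted p = 3.9e-05). Also higher in 5 of 5 mice were *Maf* (2.15, adjusted p = 4.3e-06) and *Il10* itself (2.02, adjusted p = 0.0015), although these cells were sorted as negative for IL-10. *Ccr7* and *Tcf7*, which naive cells express, were lower, with log2 fold changes of -1.70 (adjusted p = 1.1e-05) and -0.89 (adjusted p = 0.00017). Lower in 5 of 5 mice too were *Ifngr2*, a chain of the IFN-γ receptor (-3.50, adjusted p = 0.00079), *Tgtp2*, an IFN-induced GTPase (-3.600, adjusted p = 0.0056), which did not pass without the trend (adjusted p = 0.084), and *Itm2a* (-2.88, adjusted p = 4.8e-06). Large positive values beside *Ifng* belonged to *Hist4h4* (3.62, adjusted p = 2.1e-05) and *Krt18* (3.61, adjusted p = 1.2e-06), and with the keratin covariate, which separates these populations itself, 0 genes passed limma (874 at an unadjusted p under 0.05). Tr1 and Treg cells, which both secrete IL-10, differed in 2 of 9961 genes, *Ifng* and *Cd74* (194 higher and 320 lower at an unadjusted p under 0.05), and *Il10* (0.47, higher in 4 of 4 mice), *Maf* (0.41, 2 of 4), and *Ctla4* (0.35, 3 of 4) had an adjusted p of 0.90 each and ranged from 0.27 to 0.61, 0.16 to 0.66, and 0.15 to 0.55 with 1 mouse left out, in a comparison that recovered 20% of simulated 4-fold changes.

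Among the remaining lists between Tr1 and Th1 cells, 0 genes passed limma over all genes. Cell cycle genes were higher as a list (26 tested, median log2 fold change 0.42, camera adjusted p = 0.0012; adjusted p = 0.42 with an estimated correlation), with 0 higher when adjusted over the list alone and 3 at an unadjusted p under 0.05, and examples *Rrm2* (1.92, adjusted p = 0.21) and *Ccnb2* (2.60, adjusted p = 0.28). The list did not pass without mouse 7 (adjusted p = 0.21) or without mice 3 and 7 (adjusted p = 0.45), and with the keratin covariate its median was -0.18 (adjusted p = 0.32). Of 19 unfolded protein response genes, 2 were higher when adjusted over the list alone (3 unadjusted), *Pdia4*, a disulfide isomerase (1.30, adjusted p = 0.087), and *Xbp1* (1.16, adjusted p = 0.14; 0.77 without mouse 7), and the list did not pass (adjusted p = 0.17). Of 12 heat shock genes, 1 was higher, *Hspa1b* (2.21, adjusted p = 0.092), and 2 lower when adjusted over the list alone (1 and 3 unadjusted; list adjusted p = 0.18, or 0.016 and lower with array weights), and of 19 immediate early genes 4 were lower when adjusted over the list alone (4 unadjusted; list adjusted p = 0.23), among them *Fosb* (-0.63, adjusted p = 0.16). When adjusted over the list alone, 0 of 18 interferon response genes (1 unadjusted; list adjusted p = 0.81; *Gbp3* 1.27, adjusted p = 0.21) and 0 of 16 glycolysis genes (2 unadjusted; list adjusted p = 0.93; *Tpi1* 0.57, adjusted p = 0.20) passed, and 1 of 13 mitochondrially encoded genes was lower (2 unadjusted; list adjusted p = 0.71; *mt-Nd3* -0.78, adjusted p = 0.12). Of markers of other blood cells few were tested, and 0 passed limma by either adjustment: 2 of 16 listed for B and plasma cells (0 unadjusted; list adjusted p = 0.93), 3 of 17 for macrophages and monocytes (1 unadjusted, *Itgam*, 2.26, adjusted p = 0.32, or 1.499 without mouse 7; list adjusted p = 0.93), 2 of 9 for NK cells (0 unadjusted; list adjusted p = 0.18), 3 of 9 for dendritic cells (0 unadjusted; list adjusted p = 0.14), 1 of 2 for CD8 T cells (*Cd8b1*, -0.30, adjusted p = 0.91, and -0.93 to -0.025 with 1 mouse left out), 1 of 5 for platelets (*Itga2b*, -0.36, adjusted p = 0.91), and 0 for neutrophils and erythroid cells, of which 12 and 13 were listed. The medians of the glycolysis (-0.041) and the macrophage and monocyte lists (-0.47) had the opposite sign to their tests. At 5 CPM or more, Tneg cells expressed 1 of the B and plasma cell, 2 of the macrophage and monocyte, 2 of the NK cell, 1 of the dendritic cell, and 1 of the CD8 T cell markers listed, and 0 of the others.

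One hypothesis is that a part of the genes the paper calls higher in Tr1 cells follows the source that the keratins follow. Within populations, 54 of 101 such genes other than keratins (53.5%) had r over 0.7 with the keratin index. Without histones these were 36 of 82 (43.9%). Of all 10179 tested genes, 401 (3.94%) were over 0.7. The share of the higher genes met a bound set before the values were seen. Of 74 genes the paper calls lower, 0 were over 0.7, but a bound at positive r cannot show genes that move against the index. Their median r was -0.45, against -0.10 for all tested genes, so whether they also follow the source stays open. Among the higher genes over 0.7 are *Stard10*, *Foxa1*, and *Xbp1*, and among those under it *Il10*, *Ctla4*, *Maf*, *Lag3*, *Havcr2*, *Prdm1*, *Ccr2*, *Cxcr6*, and *Gzmb*. Such a share is consistent with 1 source of RNA for a part of these genes and does not show what it is.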
